# Transcriptomic Analysis of Pubertal and Adult Virgin Mouse Mammary Epithelial and Stromal Cell Populations

**DOI:** 10.1007/s10911-024-09565-1

**Published:** 2024-06-25

**Authors:** Nika Heijmans, Katrin E. Wiese, Jos Jonkers, Renée van Amerongen

**Keywords:** RNA sequencing, FACS, Estrous cycle, Wnt4, Estrogen, Progesterone

## Abstract

Conflicting data exist as to how mammary epithelial cell proliferation changes during the reproductive cycle. To study the effect of endogenous hormone fluctuations on gene expression in the mouse mammary gland, we performed bulk RNAseq analyses of epithelial and stromal cell populations that were isolated either during puberty or at different stages of the adult virgin estrous cycle. Our data confirm prior findings that proliferative changes do not occur in every mouse in every cycle. We also show that during the estrous cycle the main gene expression changes occur in adipocytes and fibroblasts. Finally, we present a comprehensive overview of the *Wnt* gene expression landscape in different mammary gland cell types in pubertal and adult mice. This work contributes to understanding the effects of physiological hormone fluctuations and locally produced signaling molecules on gene expression changes in the mammary gland during the reproductive cycle and should be a useful resource for future studies investigating gene expression patterns in different cell types across different developmental timepoints.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10911-024-09565-1.

## Introduction

One of the risk factors for breast cancer is an increased number of menstrual cycles, especially for every year younger at menarche [1]. The molecular basis for this remains unknown, but it likely reflects the accumulation of mutations due to a higher total number of (stem) cell divisions that underlie recurrent changes in tissue organization. The mouse provides a good model system to study the dynamics of mammary gland development and homeostasis as, similar to the human breast, it undergoes major changes in growth, differentiation and morphology during puberty and the adult reproductive cycle under the influence of ovarian hormones and locally produced paracrine signaling factors [2].

Ductal morphogenesis in puberty is mainly stimulated by estrogen [3, 4]. Dynamic growth and differentiation in the adult are most obvious during pregnancy and lactation, when extensive side-branching occurs and secretory alveoli develop in response to progesterone and prolactin [5, 6]. More subtle morphological changes, however, are known to occur during the estrous cycle, which repeats itself every 4 to 5 days in mice [7–11]. This short cycle is divided into four stages: proestrus, estrus, metestrus and diestrus, which correspond to the follicular (proestrus/estrus) and luteal (metestrus/diestrus) phases of the human menstrual cycle, with corresponding fluctuations in estrogen and progesterone (Supplementary Fig. 1) [12–14].

Alternating estrogen and progesterone signaling activity are thought to cause continuous cycles of growth and regression of lobuloalveolar outgrowths as well as sustained tertiary side-branching of epithelial ducts over time [7, 9–15]. However, the molecular basis of the morphological changes that occur during the estrous cycle remains poorly understood. Moreover, discrepancies exist between studies investigating these proliferative changes. Some observed an increase of epithelial cells mainly during late proestrus/estrus [7, 15]. Others reported that outgrowth of lobuloalveolar structures mainly occurs in diestrus compared to other stages [9, 10, 12]. More recent work showed that proliferative expansion of the epithelial ducts does not occur in every cycle in every mouse, highlighting the complexity of proliferative heterogeneity during the estrous cycle [11].

The outgrowth and regression of epithelial ducts that has been reported, is presumably the result of an indirect effect of steroid hormones on mammary stem cell (MaSC) regulation [9, 16–18]. One of the candidate factors responsible for controlling mammary stem cell behavior downstream of progesterone is *Wnt4* [9, 19, 20], a member of the *Wnt* gene family that encodes ligands that play a pivotal role in stem cell self-renewal and tissue homeostasis in multiple different tissues [21], including the mammary gland [22–29]. Studies investigating the link between steroid hormones and *Wnt* genes or MaSC activity are often performed using ovariectomized mice receiving treatment with progesterone and/or estrogen pellets or injections [9, 10, 16, 19, 30]. Therefore, a need still exists for studies that examine the direct molecular consequences of hormonal fluctuations in the mammary gland under physiological conditions. Furthermore, as most studies that try to elucidate the underlying transcriptional changes either do not separate different mammary gland cell types or focus exclusively on epithelial cells [19, 30, 31], the contribution of adipocytes and other stromal cells has been largely overlooked so far. Here we perform genome-wide gene expression analysis of epithelial and stromal mammary cells isolated from wildtype FVB/N mice via differential digestion and fluorescence activated cell sorting (FACS), either during puberty or at the different stages of the adult estrous cycle. We observe complex but robust patterns of *Wnt* gene expression in basal, luminal, fat and fibroblast cells. In addition, we detect a cell proliferation signature in basal epithelial cells. The most prominent gene expression changes during the estrous cycle occur in non-epithelial cells, however. These data and findings complement existing studies.

## Results

### Isolation of Pubertal and Adult Estrous-Staged Mammary Glands

To investigate gene expression in specific cell populations of pubertal and adult estrous-staged mammary glands, we wanted to isolate mammary gland tissue at defined time points. The stage of the estrous cycle can be determined by collecting vaginal swabs and scoring the relative proportion of nucleated epithelial cells, cornified epithelial cells and leukocytes in the sample (Fig. 1a-b) [13, 32–34]. In total, we tracked the estrous cycle of 32 adult (14–16 weeks old) female FVB/N mice every day for at least 10 days (i.e. more than one cycle) to ensure that the mice selected for analysis were showing regular progression through the estrous cycle (examples in Fig. 1c). When a smear did not allow us to assign a clear estrous cycle stage, it was scored as a transition smear (e.g. proestrus to estrus), also considering the smear of the preceding day for that particular mouse. To confirm the interpretation of the vaginal smears and increase confidence of our estrous cycle scoring, we also evaluated H&E stained histological sections of vaginal tissue isolated at the time of sacrifice (Fig. 1d), since the vaginal epithelium also shows different characteristics at each of the four stages [35, 36]. Our analysis of the estrous cycle stage by assessing the tissue sections corresponded with our staging based on vaginal smears (see Supplementary Fig. 2 for a comprehensive overview of the matching cytology and histology images for every mouse that showed a regular estrous cycle). Of the 32 tracked mice, 7 showed an irregular cycle and were therefore excluded from further analysis (examples in Fig. 1e).

**Fig. 1:**
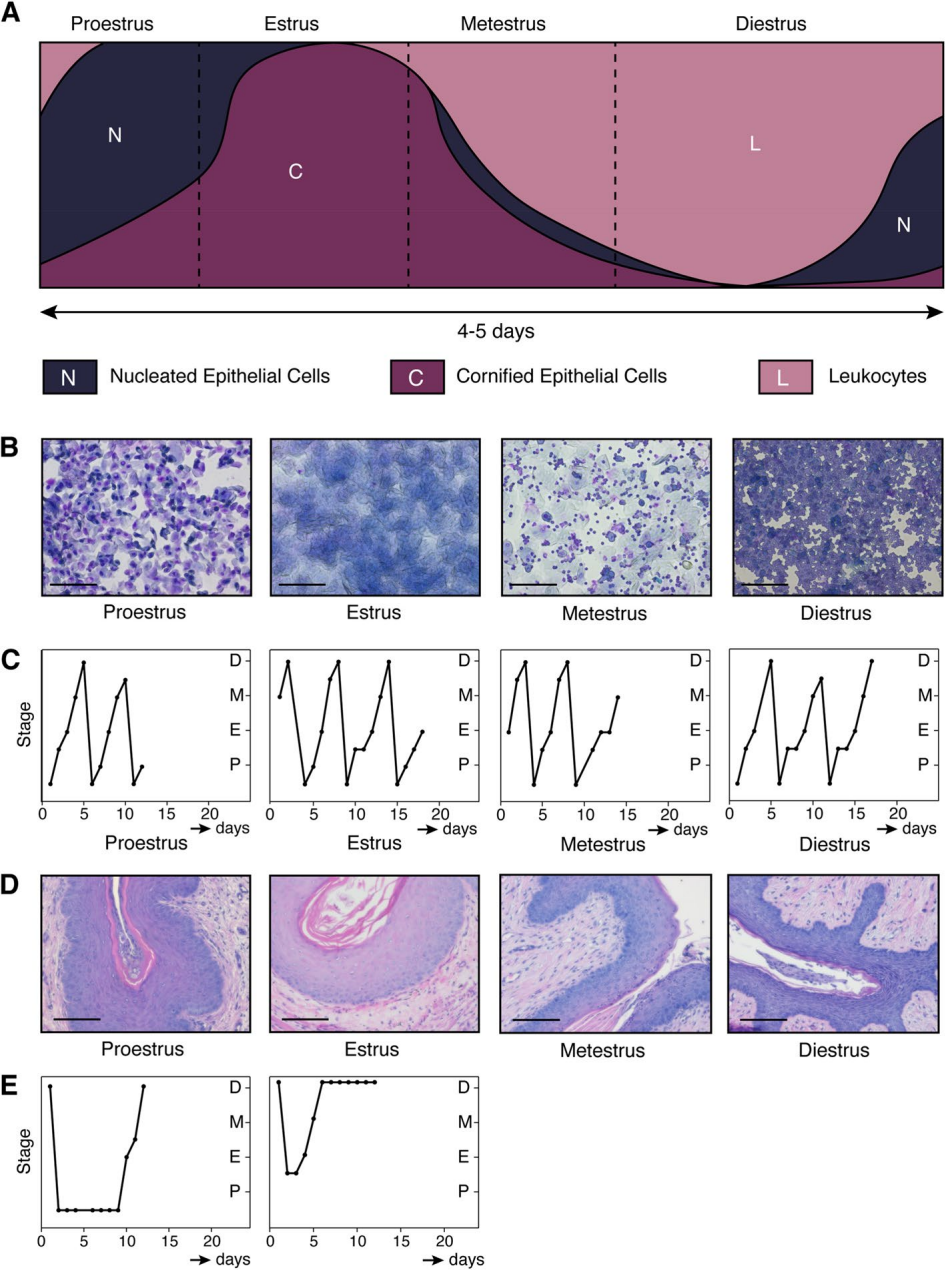
Determining the mouse estrous cycle stage by vaginal cytology. **A** Cartoon depicting the relative abundance of cell types present, based on descriptions from the literature [32, 33]. Horizontal axis: estimate of the duration of each stage, with the total estrous cycle taking 4–5 days. Dashed lines represent transition into the next stage. **B** Brightfield microscopy images of vaginal swabs after staining with Giemsa. Images are from the day of mammary gland isolation for the mice depicted in **C**). Scale bar = 100 µm. In proestrus, mostly nucleated epithelial cells are present, together with cornified epithelial cells. A small number of leukocytes may be detected in early proestrus stage. When the female mouse is in estrus, mostly cornified epithelial cells are present, together with a small number of nucleated cells (in early estrus) or some leukocytes (in late estrus). Metestrus presents as a mixture of cornified epithelial cells, nucleated epithelial cells and leukocytes. Swabs containing mostly leukocytes indicate that the mouse is in diestrus. **C** Graphs depicting monitoring of the estrous cycle. One example is depicted for each endpoint stage (i.e. the time of isolation). From left to right: endpoint proestrus, estrous, metestrus, diestrus. Each graph represents a single mouse that was followed over multiple days, corresponding to the mice depicted in **B**). **D** Brightfield microscopy images of H&E stained formalin fixed paraffin-embedded (FFPE) tissue sections of the vaginal epithelium at different stages of the estrous cycle. One example is depicted for each endpoint stage, corresponding to the mice in **B**-**C**). Proestrus can be recognized by a relatively thick epithelial layer and an outer layer consisting of nucleated cells. In estrus the epithelial layer is at its thickest and the outer later is now comprised of cornified cells. Metestrus is characterized by a thinner epithelium, the loss of the cornified cell layers and the transepithelial migration of leukocytes. Diestrus samples show the thinnest layer of epithelium, solely containing non-cornified epithelial cells. **E** Two examples of mice with irregular estrous cycles. These mice were excluded from further analysis

For the adult stages, we ultimately isolated mammary glands from 5 adult female mice in proestrus, 5 in estrus, 4 in metestrus and 4 in diestrus. For each animal, the 3^rd^ and 4^th^ mammary glands were isolated, pooled and processed. For the puberty stage, we selected female FVB/N mice of 34–36 days old (P34-P36, where P stands for postnatal day), since the mammary epithelium is actively undergoing branching morphogenesis at this time point [37] (Supplementary Fig. 2). For each day, the 3^rd^ and 4^th^ glands of 4 individual mice from 3 different litters were isolated, pooled per mouse and processed.

### Number and proportion of cell types remains similar throughout the estrous cycle

To profile gene expression in different cell types, we processed all samples for further analysis, taking care to separate luminal, basal, fat and non-adipose stromal mammary cells. Following tissue digestion, we first isolated the adipose fraction of the fat pad (hereafter referred to as adipocytes) by centrifugation. The remainder of the sample was processed to single cells. Using FACS we isolated luminal (lin^−^/EpCAM^high^/CD49f^med^), basal (lin^−^/EpCAM^med^/CD49f^high^) and non-adipose stromal (lin-/EpCAM^−^/CD49f^−^) cells (Fig. 2a) [38]. Supplementary Fig. 3 shows the complete gating strategy, as well as a direct comparison of our EpCAM/CD49f staining with the often-used CD24/CD29 staining. A larger variability in absolute cell numbers (and relative percentages) was observed in adult staged mice compared to puberty. We did not find consistent differences in epithelial cell numbers between different estrous cycle stages (Fig. 2b). Furthermore, the percentages of basal, luminal and non-adipose stromal cells (hereafter referred to as fibroblasts) were comparable across different stages (Fig. 2c).

**Fig. 2:**
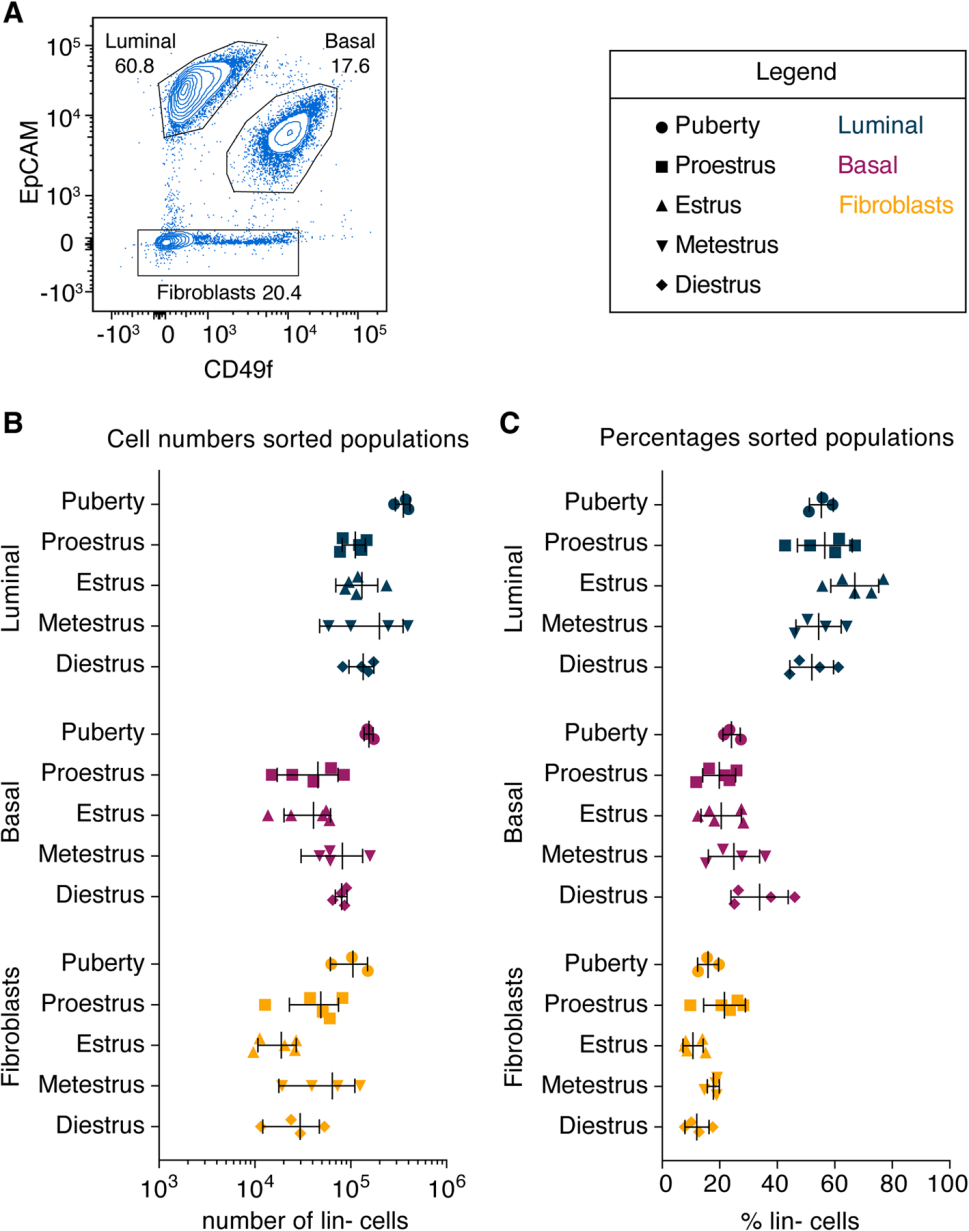
Number and proportion of cell types remains similar throughout the estrous cycle. **A** FACS plot depicting the gating strategy for luminal, basal and non-adipose stromal cells (hereafter referred to as fibroblasts) using EpCAM-PE/CD49f-FITC staining. This example is from an adult virgin in proestrus. **B** Absolute cell numbers of the sorted populations. Note that the numbers for pubertal and adult mice cannot be compared directly, as for every pubertal replicate sample 4 mice were pooled, whereas all adult mammary glands were sorted individually. Error bars represent mean with SD. **C** Same samples as **B**), but here the relative proportions of the different cell types are plotted. Lin- cells = lineage negative cells

To confirm this observation, we visualized the morphology of epithelial ducts in mammary glands of stably cycling mice by carmine staining. As we had used all the available tissue for digestion and FACS sorting, we monitored the estrous cycle of a second cohort of FVB/N mice using vaginal cytology (Supplementary Fig. 4). A total of 6 mice were used for this analysis, of which 3 were sacrificed in estrus and 3 in diestrus. No clear difference was visible in epithelial morphology between the two stages (Supplementary Fig. 5). From these same mice, we used another gland for RNA isolation and qRT-PCR. Expression levels of the progesterone receptor (*Pgr*) were increased in diestrus compared to estrus (Fig. 3). This fits with earlier studies [9, 13, 39] and confirms that the mice were cycling. In contrast, *Wnt4* expression levels between estrus and diestrus were similar, indicating that any changes in the proposed progesterone-mediated induction of *Wnt4* expression are subtle at best [9, 19, 20, 40] and below the detection limit of our qRT-PCR analysis when using whole mammary gland RNA as input. Summarizing, expansion of the epithelial network is not detected at the tissue-wide level (Figs. 2 and 3) during every estrous cycle in every mouse, in line with a previous report [11].

**Fig. 3:**
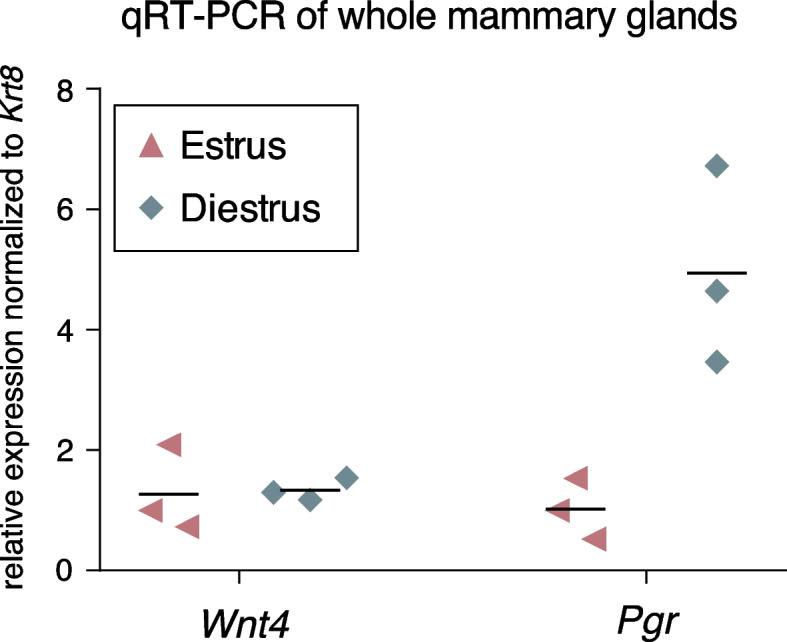
Whole mammary glands in estrus and diestrus show similar *Wnt4* expression. Graph showing *Wnt4* and *Pgr* mRNA expression levels, measured by qRT-PCR on whole mammary gland samples (*n* = 3 mice in estrus and *n* = 3 mice in diestrus). Experimental samples (#4 mammary glands) are from the same mice as those depicted in A. Ct values of *Wnt4* and *Pgr* were normalized to *Krt8* expression, which is a marker for luminal cells. Horizontal lines represent the mean

### Gene expression changes during the estrous cycle mainly occur in non-epithelial cells

For an unbiased overview of changes in gene expression across different developmental time points and cell types, we performed genome wide expression analyses. Enzymatically digested, FACS-sorted samples from multiple pubertal or multiple adult mice were pooled to obtain sufficient RNA for bulk RNA-seq analysis (see methods for details on how samples were processed and pooled). 

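The sequenced populations were luminal cells, which line the ducts, basal cells, which form the contractile outer layer of the epithelium, adipocytes and non-adipose stromal cells, called fibroblasts here. The adipocytes were the floating fraction of the digested glands, and the other 3 populations were sorted on surface proteins after removal of blood and endothelial cells. Each population has 2 pubertal libraries and 2 adult libraries for each of proestrus, estrus, metestrus and diestrus, which makes 40 libraries. A pubertal library pooled 4 mice at postnatal day 34 to 36, and an adult library pooled 2 or 3 mice of 14 to 16 weeks. The replicates of a stage are different pools of mice, and by the paper's Table 1 the 4 cell types of an adult replicate come from the same pool. A note to that table says that the pools were made by cytology and histology into early (1) and late (2) within a stage, and by cell number where no clear difference was seen. The values after a ± sign are SDs over pools. According to the paper's methods, polyA-selected RNA was sequenced as single-end reads of 65 bp, aligned to GRCm38 with Tophat 2.1 and counted per gene with HTSeq-count. The deposited tables hold these raw counts for 25044 genes in the adult libraries and 24268 genes in the pubertal ones, of which 23180 are in both. Counts assigned to genes ranged from 16832957 to 22760563 per adult luminal library (median 18943916.5) and from 12568238 to 20876762 per adult basal library (median 16762483). In adult adipocytes they ranged from 13889631 to 21094651 (median 16427954.5) and in adult fibroblasts from 8991222 to 19082163 (median 16425890.5). The pubertal libraries had 12911831 and 19033586 counts in luminal cells, 17007978 and 18314607 in basal cells, 16607406 and 18108340 in adipocytes, and 11774264 and 13678106 in fibroblasts. For the comparisons of stages, the 8 adult libraries of each cell type were fitted on their own with edgeR's quasi-likelihood model after TMM normalization. Genes were tested when their CPM (counts scaled to the library size) exceeded 1 in at least 2 of these libraries, and p values were adjusted by the Benjamini-Hochberg method within each comparison. Besides the 6 pairwise comparisons of stages, each stage was compared with the mean of the other 3 stages.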

Two independent RNA sequencing runs were performed, one for the puberty and one for the adult samples. To measure the level of similarity between samples we conducted a multidimensional scaling (MDS) analysis (Fig. 4a). As expected, the different samples clustered by cell type and epithelial and non-epithelial cells are separated in the first dimension. 

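Each of the 40 libraries had a library of its own cell type as its nearest neighbour in the plane of the first and second dimension. On the first dimension the luminal and basal libraries lay between -1.11 and -0.34, and the adipocyte and fibroblast libraries between 0.58 and 0.92. Over the 500 genes that varied most, the mean distance was 1.08 between libraries of the same cell type and 3.74 between libraries of different types. In the adult libraries edgeR called 11225 of 15077 genes different between luminal cells and the mean of the other 3 types, 5293 of them higher in luminal cells. The same comparison gave 11434 genes for basal cells (5702 higher), 11909 for adipocytes (6615 higher) and 11455 for fibroblasts (5896 higher). In the pubertal libraries 6862 of 14263 genes differed for luminal cells, 5029 for basal cells, 4286 for adipocytes and 6039 for fibroblasts.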

With the exception of pubertal basal cells, the two replicates from corresponding developmental stages (i.e. puberty or adult samples) did not consistently cluster together within each cell type. Thus, MDS analysis reveals major differences in gene expression between mammary gland cell types, but not between the selected developmental or estrous cycle stages. 

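By the distance over the 500 genes, the nearest library was the other replicate of the same cell type and stage for 18 of the 40 libraries. By this distance the pubertal basal replicates were nearest to each other, and so were the pubertal luminal replicates and the pubertal fibroblast replicates. The pubertal adipocyte replicates were not. In the plane of the first and second dimension only the basal pair of the pubertal replicates was nearest to each other, as the paper describes. Replicates lay a mean distance of 0.812 apart, and libraries of the same cell type from different stages 1.11 apart. With distances based on log fold changes in place of the BCV, 13 of the 40 libraries had their own replicate as the nearest.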

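Differences between cell types held 88.5% of the variance in log2 CPM over the 32 adult libraries, differences between stages within a cell type 6.21%, and differences between replicates 5.29%. With the pubertal libraries included these shares were 84.25%, 9.98% and 5.77%. Within luminal cells the stage accounted for 52.8% of the variance, against a median of 42.75% when stages were assigned to the 8 libraries at random (permutation p = 0.03, one-sided). In basal cells this share was 55.68% (permutation p = 0.013) and in fibroblasts 54.38% (permutation p = 0.04). The share in adipocytes was 53.45% and did not pass the same test (permutation p = 0.143).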

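*Krt18*, a keratin of simple epithelia (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027, GRCm38), had 4312 ± 482 RPKM in adult luminal cells (SD, n = 8). It had 208 ± 24.1 RPKM in basal cells, 73.1 ± 72.2 in adipocytes and 26.4 ± 19.7 in fibroblasts. The log2 fold change of luminal cells over the mean of the other types was 5.87 (standard error 0.31, adjusted p = 1.68e-17). *Krt14*, a keratin of basal and stratified epithelia (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548), had 3470 ± 529 RPKM in adult basal cells and a log2 fold change of 7.04 (standard error 0.61, adjusted p = 5.19e-12). Its median was 17.2 RPKM over the 8 adult adipocyte libraries, and its highest value there was 1086 RPKM, in diestrus replicate 2. *Adipoq*, which encodes the hormone adiponectin (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028), had 739.5 ± 270 RPKM in adult adipocytes and less than 0.5 RPKM in each of the other types. Its log2 fold change was 12.43 (standard error 0.37, adjusted p = 5.28e-24). *Col1a1*, a chain of type I collagen (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042), had 878 ± 362 RPKM in adult fibroblasts, 76.4 ± 22.5 in adipocytes, 1.24 in basal cells and 0.135 in luminal cells. Its log2 fold change in fibroblasts was 8.55 (standard error 0.26, adjusted p = 3.23e-24).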

Expression analysis of individual cell-type specific markers (luminal: *Krt18* [41]), basal: *Krt14* [41], adipocyte: *Adipoq* [42], fibroblast: *Col1a1* [43]) (Fig. 4b) and hierarchical clustering (Supplementary Fig. 6) confirms the correct isolation of defined cell populations.

**Fig. 4:**
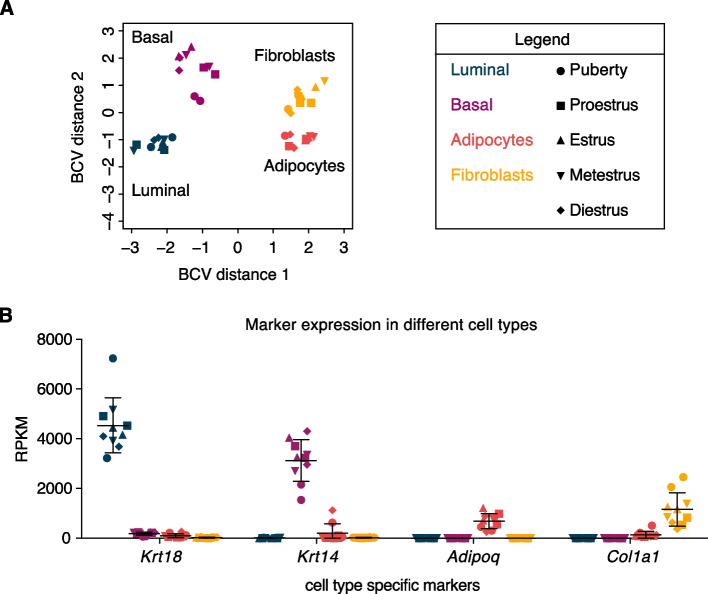
Clustering of different mammary gland cell populations. **A** MDS plot of all puberty and adult RNA-seq samples. Distances on the plot correspond to the biological coefficient of variation (BCV) between samples. **B** Plot depicting expression of cell type specific marker genes in every sample as Reads Per Kilobase per Million mapped reads (RPKM). Error bars represent mean with SD. In both **A**) and **B**) colors represent different cell types and shapes represent different developmental stages. Source data for B) available via https://osf.io/xv83g/ (rpkm_values_allsamples.xlsx)

To compare the different stages of the estrous cycle, we performed differential gene expression analysis (Fig. 5a). 

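In luminal cells *Pappa*, a protease that releases insulin-like growth factors from their binding proteins, was higher in proestrus (22.5 ± 1.11 CPM, n = 2) than in the other 3 stages (2.31 ± 2.26 CPM, n = 6). This is a log2 fold change of 3.83 (standard error 0.29, adjusted p = 0.00282). *Gpx3*, a secreted glutathione peroxidase, was also higher in proestrus, at 5560 ± 1290 CPM against 1190 ± 310 (log2 fold change 2.23, standard error 0.24, adjusted p = 0.00944). *Pcx*, a mitochondrial enzyme that feeds lipid and glucose synthesis, rose to 92.4 ± 6.97 CPM from 32.8 ± 6.6 (log2 fold change 1.52, standard error 0.09, adjusted p = 0.0011). The secreted kinase-like protein *Fam20a* and the membrane protein *Prom2* were higher by log2 fold changes of 2.47 and 1.44 (adjusted p = 0.00428 for each). Complement component 5 (*Hc*) and the vesicle protein *Sv2c* were lower in proestrus, with log2 fold changes of -2.57 (adjusted p = 0.0176) and -1.94 (adjusted p = 0.00652). In all, 47 genes were higher and 11 lower in proestrus than in the other stages, of 12306 tested, and leaving out 1 library moved this total between 0 (without proestrus replicate 1) and 200 (without diestrus replicate 2). Of 20 genes of lipid synthesis, 2 were higher in proestrus, *Scd2* (log2 fold change 0.99, adjusted p = 0.0134) and *Elovl6* (0.71, adjusted p = 0.0178), and 7 when adjusted over the list alone. The list as a whole was higher by limma's camera test (adjusted p = 0.000117, adjusted p = 0.657 with an estimated correlation). Between pairs of stages, 5 genes were higher and 2 lower in proestrus than in estrus, 19 were higher and 5 lower in proestrus than in metestrus, and 5 were higher and 26 lower in diestrus than in proestrus. The 3 pairs without proestrus gave 0 genes in edgeR, with 1106 genes at an unadjusted p under 0.05 for estrus and metestrus, 1051 for diestrus and estrus and 796 for diestrus and metestrus, where DESeq2 gave 76, 165 and 14 genes. Over the 6 pairs DESeq2 gave 551 different genes. EdgeR gave 12 with the replicate number as a block and 1845 without a filter on low counts. With the filter and no block, a total of 38 different genes passed in at least 1 pair. Without a single library this total was 0 (proestrus replicate 1), 7 (proestrus replicate 2), 12 (estrus replicate 1), 98 (estrus replicate 2), 6 (either metestrus replicate), 78 (diestrus replicate 1) or 192 (diestrus replicate 2).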

The luminal cell population, which contains the estrogen- and progesterone-receptor positive cells [44], showed the smallest number of differentially expressed genes in pairwise comparisons of two different estrous cycle stages (21 unique genes in total, FDR < 0.05). A total of 255 unique genes were differentially expressed in basal cells, mainly in pairwise comparisons involving the estrus stage (Fig. 5a, FDR < 0.05). 

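In basal cells *Nr4a1* and *Atf3*, which encode transcription factors induced by stimulation and by dissociation stress, were higher in proestrus than in metestrus. *Nr4a1* had 693 ± 95.4 CPM in proestrus and 149 ± 45.5 in metestrus (n = 2 each, log2 fold change 2.22, standard error 0.22, adjusted p = 0.0218), and *Atf3* had 863 ± 51.5 and 311 ± 4.11 CPM (log2 fold change 1.47, standard error 0.18, adjusted p = 0.0408). *Arrdc3*, an adaptor for the removal of membrane receptors, was lower in proestrus, at 35.8 ± 6.11 against 137 ± 45 CPM (log2 fold change -1.94, standard error 0.23, adjusted p = 0.0408). Of 22 immediate early and dissociation stress genes, 1 was higher in proestrus than in the mean of the other stages, and 9 when adjusted over the list alone (camera adjusted p = 9.45e-15, adjusted p = 0.601 with an estimated correlation). These 3 genes were the only ones of 12122 to pass in any pair of stages in edgeR, and DESeq2 gave 1023. Against the mean of the other 3 stages, 146 genes were higher and 1 was lower in estrus, the complement gene *C4b* (81.3 ± 15 CPM, n = 2, against 156 ± 26.9, n = 6, log2 fold change -0.93, adjusted p = 0.033). Each pair that involves estrus gave 0 genes in edgeR, with 761 genes at an unadjusted p under 0.05 against proestrus, 2785 against metestrus and 1279 against diestrus, and DESeq2 gave 104, 658 and 201. A joint fit of all 32 adult libraries, which shares the dispersion between cell types, gave 457 different genes over the 6 pairs. Leaving out 1 library changed the 3 genes to 173 (without proestrus replicate 1), 40 (proestrus replicate 2), 0 (estrus replicate 1 or diestrus replicate 2), 388 (estrus replicate 2) or 1 (either metestrus replicate), and the 147 genes of estrus to between 0 (without estrus replicate 1) and 239 (without estrus replicate 2). With the replicate number as a block they were 0 and 82. A gene's deviation from its mean over the basal libraries was also compared with its GC content. The rank correlation across genes was 0.025 and 0.455 in the proestrus libraries, and -0.171 and -0.271 in metestrus. With offsets for GC content and length, chosen after the data were seen, 1 of the 3 genes was still called.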

Statistically significant gene expression changes in adipocytes and fibroblasts were more prominent. 

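The number of different genes that passed in at least 1 of the 6 pairs was 11 in adipocytes and 0 in fibroblasts when each cell type was fitted on its own with edgeR, and 3343 and 2217 with DESeq2. In the joint edgeR fit of the 32 adult libraries it was 3544 in adipocytes, 3202 in fibroblasts and 24 in luminal cells. The spread between replicates was wider in the adipocytes and fibroblasts: the biological coefficient of variation of their own fits was 0.299 and 0.259, against 0.157 in luminal and 0.177 in basal cells. The joint fit estimates 1 dispersion per gene for all 4 types, with a common coefficient of variation of 0.235. When 100 genes were given an added log2 difference of 1 in simulated counts, the separate fits recovered for diestrus against estrus 73% of them in luminal cells, 53% in basal cells, 5% in adipocytes and 10% in fibroblasts, and with a log2 difference of 2 they recovered 99%, 100%, 78% and 88%. For diestrus against the mean of the other stages they recovered more, 90%, 83%, 26% and 39% at a log2 difference of 1 and 100%, 100%, 88% and 97% at 2. False calls for diestrus against estrus numbered 5 in adipocytes and 11 in fibroblasts, and 51 and 34 in DESeq2. For this pair DESeq2 recovered 86% (luminal), 74% (basal), 38% (adipocytes) and 30% (fibroblasts) at a log2 difference of 1. At 2 it recovered 98%, 99%, 96% and 94%. In adipocytes the joint fit recovered 31% and 87%, with 71 false calls. Without any added difference, the joint fit called 143 genes in simulated adipocytes, 16 in fibroblasts, 2 in luminal cells and 0 in basal cells.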

In adipocytes, all pairwise comparisons involving diestrus showed > 1000 upregulated genes (Fig. 5a, FDR < 0.05). 

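In adipocytes *Cxadr*, a cell adhesion protein of epithelial junctions, was higher in diestrus (156 ± 14.2 CPM, n = 2) than in estrus (11.8 ± 2.51 CPM, n = 2), a log2 fold change of 3.73 (standard error 0.21, adjusted p = 0.0138). The cadherin *Fat1* rose from 29.5 ± 1.14 to 119 ± 6.89 CPM (log2 fold change 2.01, standard error 0.12, adjusted p = 0.0138) and the actin crosslinker *Actn1* from 62.2 ± 0.146 to 164 ± 13.3 CPM (log2 fold change 1.4, adjusted p = 0.0487). Against the mean of the other 3 stages the desmosome protein *Dsp* was higher by a log2 fold change of 5.3 (618 ± 743 CPM, n = 2, against 17.5 ± 18.2, n = 6, adjusted p = 0.0364). *Klk10*, a protease of squamous epithelia, was higher by 7.28 (standard error 1.35, adjusted p = 0.0334). Its CPM was 1.77 in diestrus replicate 1 and 51.9 in replicate 2, against 0.34 ± 0.669 in the other stages (n = 6), and the log2 fold change was 3.39 without diestrus replicate 2 (adjusted p = 0.121). The interferon-induced gene *Ifit3* was lower, with a log2 fold change of -1.96 (3.24 ± 0.464 against 14.8 ± 10.6 CPM, adjusted p = 0.0299), and so was the fatty acid carrier *Fabp3* (-1.73, adjusted p = 0.0488). Marker genes of other tissues moved with them. Summed over luminal markers, the 2 diestrus libraries had 2835 and 1741.9 CPM, and the other 6 adult adipocyte libraries 344.1 to 774.5 CPM. Summed basal markers reached 909.4 CPM in diestrus replicate 1 and 7649.4 CPM in replicate 2, and genes of the cornifying epidermis 35.7 and 5193.2 CPM, against 612.6 CPM in proestrus replicate 1 and 30.8 to 52.4 CPM in the other 5. For the epidermal genes only replicate 2 of diestrus rose. The comparison of diestrus with the mean of the other stages gave 1033 higher and 483 lower genes of 13726, and 672 of the 1033 are genes whose mean CPM in adult luminal or basal cells was at least 4 times that in adult adipocytes. Without these genes in the fit no gene passed in this comparison. The other 361 higher genes had a median log2 fold change of 0.69 (median standard error 0.134, median adjusted p 0.0405) with them and 0.75 (0.132, 0.0661) without them. The 483 lower ones had -0.7 (0.138, 0.0407) and -0.63 (0.136, 0.0714). The median unadjusted p of the higher ones fell from 0.00267 to 0.00147, so the adjustment over fewer low p values ended their calls. For the lower ones it rose from 0.00282 to 0.00417 as their fold shrank. With the replicate number as a block the total of 1516 fell to 2. Leaving out 1 library moved it between 0 (without proestrus replicate 2 or metestrus replicate 1) and 3317 (without diestrus replicate 1). Between pairs of stages, edgeR gave 11 genes higher in diestrus than in estrus and 0 for diestrus and proestrus or metestrus (3679 and 3653 at an unadjusted p under 0.05), where DESeq2 gave 1484, 1046 and 1218 genes higher in diestrus. The joint fit of the adult libraries gave 1194 genes higher in diestrus than in proestrus, 1797 than in estrus and 1400 than in metestrus. Without diestrus replicate 1, the separate fit gave 1901, 1670 and 1716 higher genes. Over the 6 pairs it gave 818 different genes without diestrus replicate 2 and 0 without any 1 library of the other stages, and 0 with the replicate block.

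**Figure D1:**
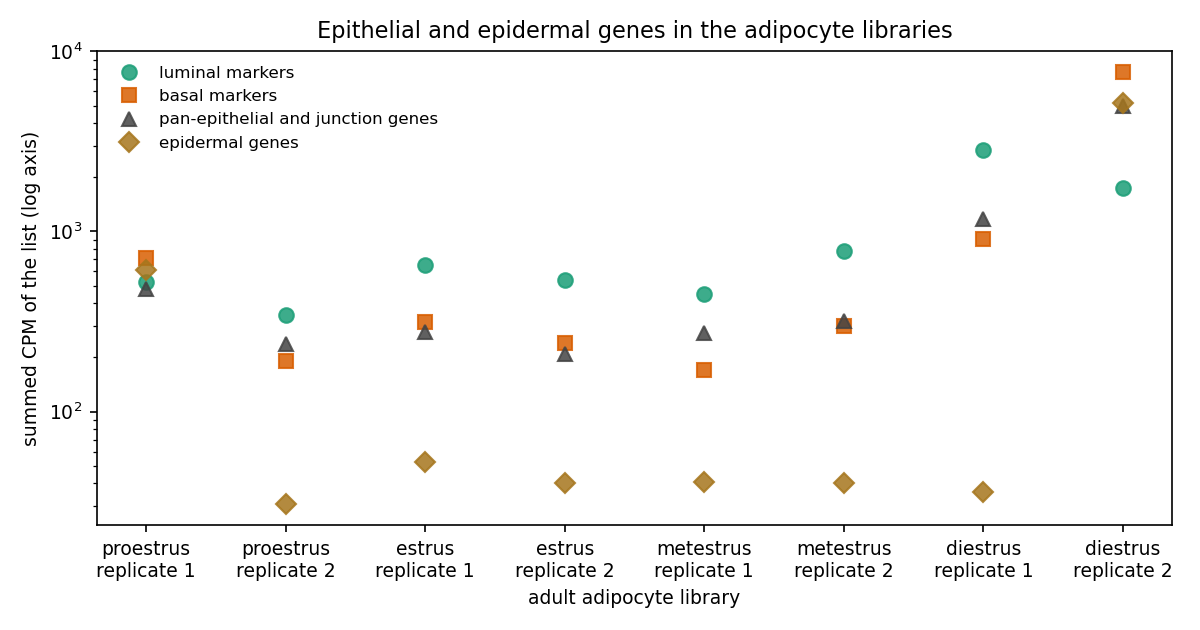
Summed CPM (log axis) of luminal markers, basal markers, pan-epithelial and junction genes and epidermal genes in each of the 8 adult adipocyte libraries, by stage. The basal sum is 7649.4 CPM and the epidermal sum 5193.2 CPM in diestrus replicate 2.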

In fibroblasts, the estrus stage stood out the most, with most differentially expressed genes being downregulated. These results suggest that the non-epithelial cell populations are also hormone responsive, either directly or indirectly, and that reciprocal signaling likely occurs between the different cellular compartments.

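In fibroblasts the nuclear RNA *Malat1* had 252 ± 142 CPM in estrus (n = 2) and 955 ± 275 CPM in the other 3 stages (n = 6), a log2 fold change of -1.89 (standard error 0.38, adjusted p = 0.0795). The zinc finger gene *Zfp638* had 9.25 ± 6.18 and 47.7 ± 10.6 CPM (log2 fold change -2.31, standard error 0.43, adjusted p = 0.0795). Among genes with higher values in estrus, the endothelial gene *Vwf* had 581 ± 120 and 276 ± 109 CPM (log2 fold change 1.13, adjusted p = 0.0795) and the pericyte receptor *Notch3* 449 ± 81.5 and 248 ± 41.3 CPM (0.87, adjusted p = 0.0795). None of the 13068 genes passed in edgeR's comparison of estrus with the mean of the other stages, where 2715 had an unadjusted p under 0.05, and DESeq2 gave 209 higher and 1001 lower genes. The 6 pairs of stages also gave 0 genes in edgeR, with 3048 at an unadjusted p under 0.05 for diestrus and estrus, 2568 for estrus and metestrus and 1995 for proestrus and estrus. DESeq2 called 1373, 1013 and 422 genes in these pairs. Without a filter on low counts edgeR called 3356 different genes over the 6 pairs. In the joint fit of the 32 adult libraries 568 genes were higher and 1219 lower in estrus. The lower genes had a median GC content of 41.8%, the higher ones 55.7%, and all tested genes 49.8%. In both estrus libraries the deviation of a gene from its mean over the 8 fibroblast libraries rose with its GC content (rank correlation across genes 0.522 and 0.457), and in the other 6 the correlation was -0.028 or lower. With a correction for GC content and length, chosen after the data were seen, 363 of the 1219 genes were still called, and the median log2 fold change of all 1219 went from -0.89 to -0.45. The share of counts of *Lars2*, a tRNA synthetase gene with ribosomal RNA-like sequence that is among the paper's fibroblast markers (chromosome 9, 123366927 to 123462666), was 7.77% and 0.0813% in the 2 estrus libraries and 0.128% to 6.56% in the other stages. Without estrus replicate 2, the separate fit gave 911 genes for estrus and 1266 different genes over the 6 pairs.

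**Figure D2:**
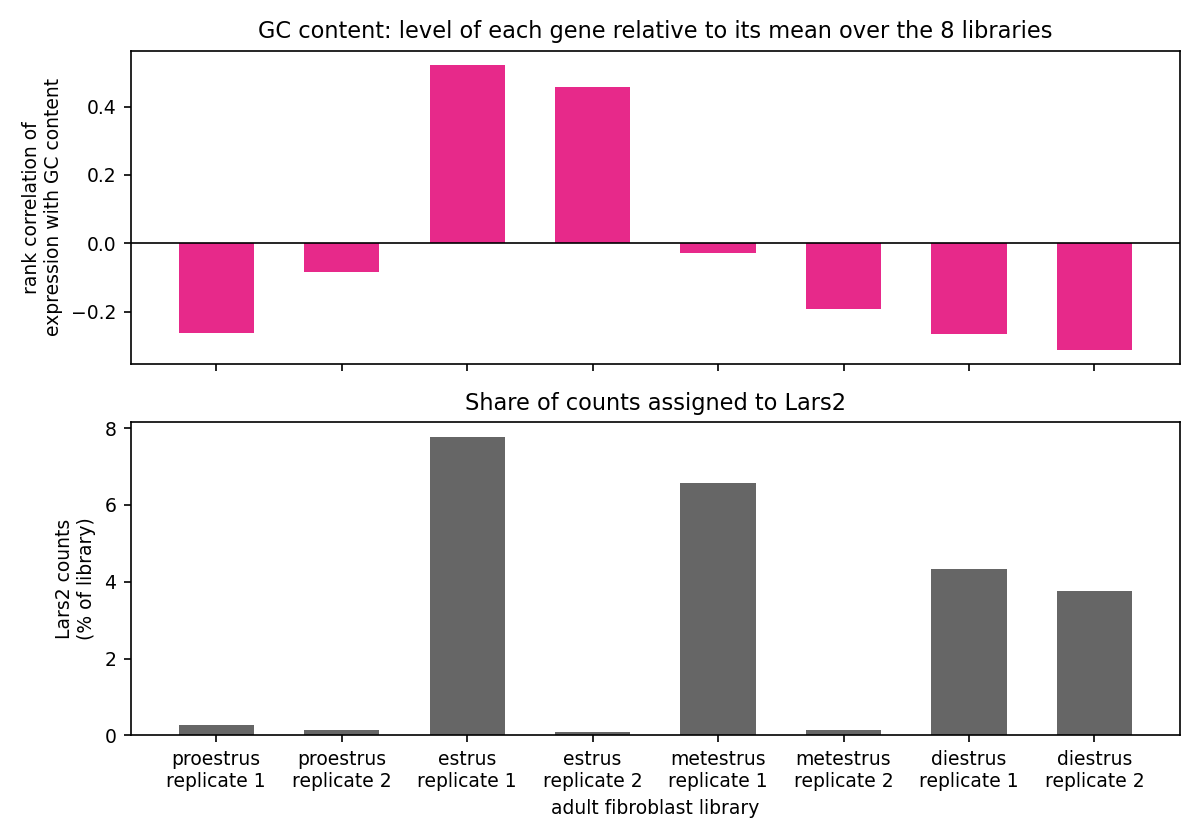
For each of the 8 adult fibroblast libraries, the rank correlation across genes between a gene's deviation from its mean over these libraries and its GC content (left), and the percent of counts assigned to *Lars2* (right). The correlation is 0.522 and 0.457 in the estrus libraries.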

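Compared between cell types, the difference between diestrus and the other stages in adipocytes covered 1516 genes and in fibroblasts 0 by edgeR (2344 at an unadjusted p under 0.05, and 424 by DESeq2). In basal cells 147 genes differed between estrus and the other stages, and in luminal cells 58 between proestrus and the other stages. Of 19 hormone receptor and hormone-response genes, 3 were higher and 1 was lower in diestrus adipocytes, and 5 and 1 when adjusted over the list alone. Luminal and basal markers rose in the same libraries, so these counts cannot tell a hormone response of adipocytes from epithelial RNA. From the greater number of changed genes in adipocytes and fibroblasts, the paper proposes that populations outside the epithelium also respond to hormones, directly or through signals exchanged between the compartments.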

**Fig. 5:**
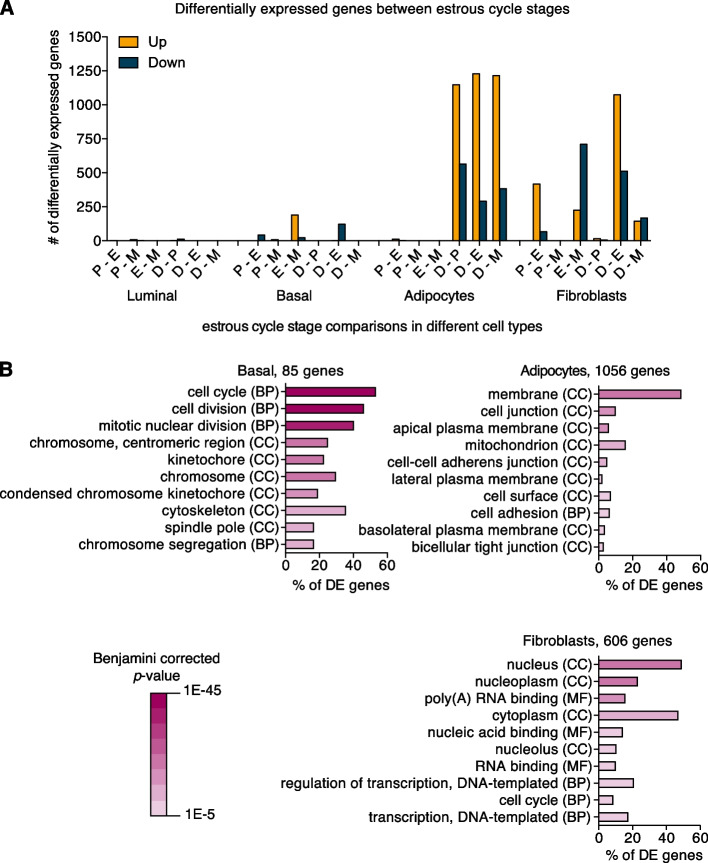
Estrous-cycle dependent changes in gene expression are most prominent in adipocytes and fibroblasts. **A** Graph depicting the number of differentially expressed genes for each pairwise comparison between different stages of the estrous cycle (FDR < 0.05). Yellow bars: upregulated genes. Blue bars: downregulated genes. On the X-axis are different pairwise comparisons of different estrous cycle stages. P = proestrus, E = estrus, M = metestrus, D = diestrus. **B** Graphs depicting functional enrichment analysis of all differentially expressed genes (DE genes) in basal cells, adipocytes and fibroblasts (FDR < 0.01) in DAVID (version 6.8) [45, 46]. Per cell type the top 10 most enriched GO terms are shown. Color intensity indicates Benjamini corrected *p*-value. CC = cellular component, BP = biological process, MF = molecular function. Source data available via https://osf.io/xv83g/ (Fig. 5A_sourcedata_numbers.xlsx, Fig. 5A_sourcedata_FDR005 and Fig. 5B_sourcedata_FDR001)

Functional gene ontology (GO) classification of differentially expressed genes (cut off FDR < 0.01, Fig. 5b) [47, 48] revealed that differentially expressed genes in adipocytes are mostly linked to *cell membrane* and *cell adhesion*, while the differentially expressed gene list in fibroblasts is enriched for genes associated with *nucleus* and *regulation of transcription*. 

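In the diestrus adipocyte libraries 21 of 25 pan-epithelial and junction genes were higher than in the other stages, and 23 when adjusted over the list alone (median log2 fold change 3.82, camera adjusted p = 1.455e-19, adjusted p = 0.441 with an estimated correlation). Among them *Spint1*, an inhibitor of membrane proteases, had 26.7 ± 9.41 CPM in diestrus (n = 2) and 1.08 ± 0.537 CPM in the other stages (n = 6), a log2 fold change of 4.64 (standard error 0.44, adjusted p = 0.0134). The adhesion molecule *Epcam*, on which the epithelial cells were sorted, had 254 ± 72.4 and 17.1 ± 11.4 CPM (log2 fold change 3.9, adjusted p = 0.0299). Of 17 basal markers 7 were higher, and 15 when adjusted over the list alone, and of 22 luminal markers 6 were higher, and 12 when adjusted over the list alone. Interferon-response genes went the other way: 8 of 22 were lower in diestrus, and 14 when adjusted over the list alone (camera adjusted p = 3.9e-08, adjusted p = 0.685 with an estimated correlation), led by *Dhx58* (log2 fold change -1.33, adjusted p = 0.0247) and *Isg15* (-1.22, adjusted p = 0.0249). Of 76 genes of oxidative phosphorylation 2 were lower, and 62 when adjusted over the list alone, and of 17 brown fat genes 2 were lower, and 8 when adjusted over the list alone. Summed over adipocyte markers, diestrus replicate 2 had 11317.9 CPM, diestrus replicate 1 36854.3 CPM and the other adult adipocyte libraries 28442.7 to 45496.9 CPM. In the fibroblast libraries none of 267 Zfp zinc finger genes passed in estrus over all genes, and 28 were lower and 1 was higher when adjusted over the list alone (median log2 fold change -0.39, camera adjusted p = 1.91e-05, adjusted p = 0.686 with an estimated correlation). Of 57 splicing factors 11 were lower and 1 was higher in estrus fibroblasts when adjusted over the list alone, among them *Rbm25* (log2 fold change -1.52) and *Srsf10* (-0.82). The genes of both lists are poor in GC, with a median of 45.7% for the Zfp genes and 44.2% for the splicing factors against 49.9% for all genes tested in fibroblasts. With GC and length offsets, chosen after the data were seen, 0 genes of either list were lower when adjusted over the list alone. The median log2 fold changes were -0.17 (-0.39 without offsets) and -0.05 (-0.25). Without diestrus replicate 1, the log2 fold change of *Dsp* in adipocytes was 6.31, and without diestrus replicate 2 it was 2.57.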

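*Mki67*, the gene of the proliferation antigen Ki-67, had 15.9 ± 17.9 CPM in estrus basal cells (n = 2) and 1.18 ± 0.93 CPM in the other 3 stages (n = 6), a log2 fold change of 4.02 (standard error 0.6, adjusted p = 0.014). *Cdk1*, the kinase that drives entry into mitosis, had 19.9 ± 14.6 and 1.25 ± 0.52 CPM (log2 fold change 4.02, standard error 0.4, adjusted p = 0.00945). *Top2a*, which untangles replicated DNA, had 39.3 ± 33.4 and 3.21 ± 1.46 CPM (log2 fold change 3.72, standard error 0.4, adjusted p = 0.00945), and the cyclin *Ccna2* was higher by 3.8 (adjusted p = 0.0104). Both estrus libraries were above all 6 others for *Mki67*, *Cdk1* and *Top2a*. Of 47 mitosis genes tested in basal cells, 40 were higher in estrus than in the other stages, and 45 when adjusted over the list alone (median log2 fold change 3.15, camera adjusted p = 1.19e-115, adjusted p = 0.151 with an estimated correlation). Of 35 DNA replication genes 13 were higher, and 27 when adjusted over the list alone (median log2 fold change 1.16, camera adjusted p = 2.98e-36, adjusted p = 0.397 with an estimated correlation). In diestrus basal cells 13 mitosis genes were lower than in the other stages when adjusted over the list alone, and 0 over all genes. Those other stages include estrus, so this count may restate the rise in estrus. The mean log2 CPM of 50 mitosis genes was -0.16 and -0.24 in the diestrus basal libraries, -0.2 and 0.61 in proestrus, and 0.58 and -0.13 in metestrus. Without estrus replicate 1 the log2 fold change of *Mki67* was 1.76, and without estrus replicate 2 it was 4.9.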

The most prominent enrichment for specific GO terms was observed in basal cells and is related to *cell cycle*/*cell division* (see Supplementary Table 1 for a selection of differentially expressed genes with the highest fold change (logFC of >|5|) in basal cells and a logCPM of > 1). 

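Averaged over 50 mitosis genes, basal cells had a mean log2 CPM of 3.35 and 1.81 in the estrus replicates and -0.24 to 0.61 in the other adult libraries. Luminal cells had 3.23 and 2.14 in estrus and 0.47 to 1.51 in the other stages. Adipocytes had 1.55 and 0.94 in estrus, 1.43 in diestrus replicate 2 and 0.52 to 0.71 in the remaining libraries, and fibroblasts lay between -0.5 and 0.5 throughout. In luminal cells all 50 mitosis genes were higher in estrus than in the other stages when adjusted over the list alone, and 0 over all 12306 genes in edgeR, where 1076 had an unadjusted p under 0.05 and DESeq2 called 145 higher and 34 lower genes. Their median log2 fold change was 1.9 (camera adjusted p = 7.44e-111, adjusted p = 0.19 with an estimated correlation), and that of *Mki67* was 2.09 (standard error 0.21, adjusted p = 0.0715). Of the DNA replication genes, 28 were higher in estrus luminal cells when adjusted over the list alone. The estrus effect on the mitosis genes was larger in basal cells than in fibroblasts by a median log2 difference of 2.76 and than in adipocytes by 2.43. Luminal cells exceeded fibroblasts by 1.42 and adipocytes by 1.16, and basal exceeded luminal cells by 1.09. Tested as an interaction in the joint fit, without a term for the pools that the cell types share, each of these differences passed in camera with its preset correlation, and none with an estimated correlation, where the adjusted p was 0.0796 for basal cells against fibroblasts or adipocytes, 0.173 for luminal cells against either, and 0.121 for basal against luminal cells. With the pool as a block, chosen after the data were seen, the adjusted p with an estimated correlation was 0.0467 for basal cells against fibroblasts or adipocytes, 0.113 for luminal cells against either, and 0.0739 for basal against luminal cells.

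**Figure D3:**
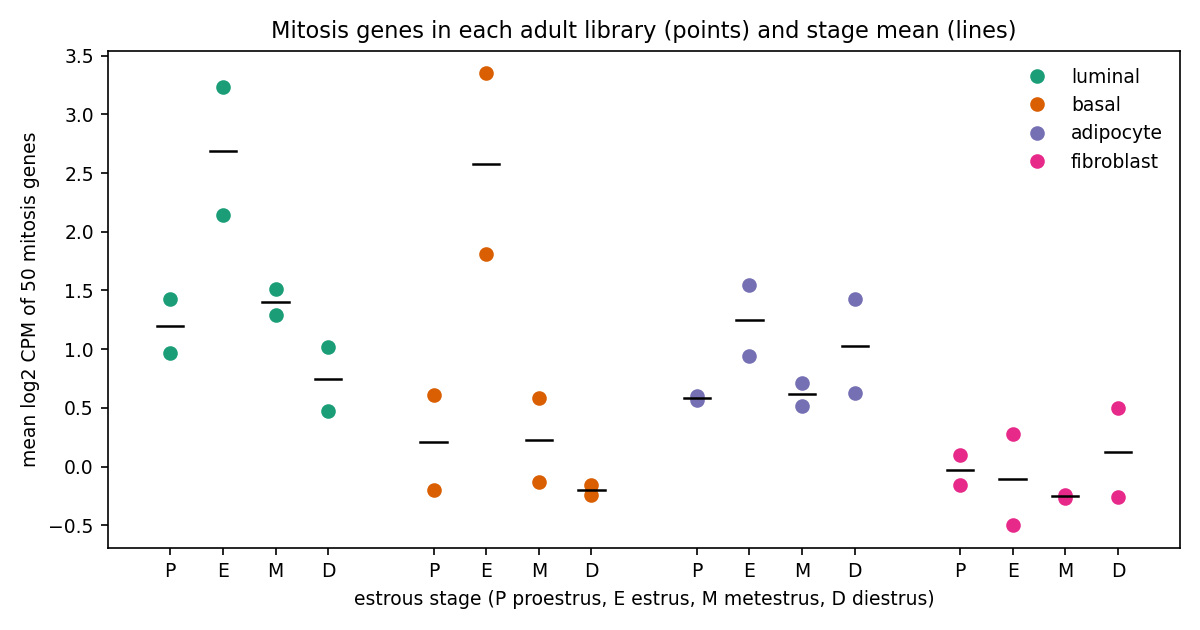
Mean log2 CPM of 50 mitosis genes in each adult library (points) and stage means (lines), by cell type and stage. Estrus replicate 1 is the highest library in basal cells (3.35), luminal cells (3.23) and adipocytes (1.55).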

A cell cycle gene signature containing 65 out of the total 85 genes that are differentially expressed in basal cells (FDR < 0.01) showed elevated expression in basal and luminal cells, but not in non-epithelial cells in estrus compared to other estrous cycle stages (Supplementary Fig. 7). However, this does not translate to clear changes in the number of cells after sorting specific cell types during at diestrus (Fig. 2), nor in readily apparent side-branching (Supplementary Fig. 5).

### A Complex *Wnt* Gene Expression Landscape in the Mammary Gland

Because the expression of *Wnt4* and other *Wnt* genes has been linked to steroid hormones in different tissues [9, 19, 20, 49–52], we zoomed in on the expression of individual *Wnt* genes. 

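Among the luminal *Wnt* genes, which encode secreted ligands, *Wnt11* had 14.8 ± 2.08 CPM in proestrus (n = 2) and 9.29 ± 1.54 CPM in the other stages (n = 6), a log2 fold change of 0.68 (standard error 0.16, adjusted p = 0.12). *Wnt5a* had 142 ± 27.3 CPM in proestrus and 81.9 ± 8.01 in metestrus (n = 2 each, log2 fold change 0.79, standard error 0.28, adjusted p = 0.334). In basal cells *Wnt6* had 8 ± 2.85 CPM in estrus and 2.91 ± 1.1 in metestrus (log2 fold change 1.48, standard error 0.4, adjusted p = 0.109), and its value in both estrus libraries was above that in the other 6. *Wnt10a* had 50.6 ± 4.3 CPM in estrus and 25.8 ± 16 in diestrus basal cells (log2 fold change of diestrus over estrus -0.98, standard error 0.34, adjusted p = 0.365). None of the 6 *Wnt* genes tested in luminal cells and the 9 tested in basal cells passed over all genes in edgeR in any of the 6 pairs of stages. DESeq2 called 1 in each (*Wnt11* and *Wnt6*), edgeR without a filter on low counts 4 in luminal and 3 in basal cells, and the joint fit of the adult libraries 0 in both. Adjusted over the list alone, 2 were lower in luminal diestrus than in proestrus, and *Wnt6* was higher in basal estrus than in metestrus. At an unadjusted p under 0.05 there were at most 3 in a luminal pair (proestrus and metestrus) and at most 2 in a basal pair.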

Neither basal nor luminal epithelial cell types showed differential expression of any *Wnt* gene across the estrous cycle. We did, however, observe differential expression of 6 *Wnt* genes in non-epithelial cells (Supplementary Table 2, cut off: FDR < 0.05 in pairwise stage comparisons). In adipocytes, *Wnt4, Wnt5b, Wnt7b* and *Wnt10a* are upregulated in diestrus. 

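*Wnt7b*, a ligand of the ductal epithelium (ENSMUSG00000022382, chromosome 15, 85535437 to 85582473), had 8.62 ± 3.11 CPM in diestrus adipocytes (n = 2) and 0.884 ± 0.451 CPM in the other 3 stages (n = 6), a log2 fold change of 3.32 (standard error 0.43, adjusted p = 0.0196). *Wnt4*, a mediator of progesterone action in the epithelium (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726), had 5.85 ± 0.993 and 2.01 ± 1.27 CPM (log2 fold change 1.71, standard error 0.28, adjusted p = 0.0278). *Wnt5b*, a ligand of the non-canonical pathway (ENSMUSG00000030170, chromosome 6, 119432531 to 119544347), had 11.6 ± 6.1 and 2.98 ± 1.49 CPM (log2 fold change 2.02, standard error 0.47, adjusted p = 0.0469). *Wnt10a* (ENSMUSG00000026167, chromosome 1, 74791516 to 74804179) had 4.73 ± 5.43 and 0.852 ± 0.672 CPM and did not pass (log2 fold change 2.79, standard error 0.69, adjusted p = 0.0522). Both diestrus libraries were above the other 6 for *Wnt7b*, *Wnt4* and *Wnt5b*, but not for *Wnt10a*, which had 8.57 CPM in diestrus replicate 2 and 0.884 CPM in replicate 1. Between diestrus and proestrus the log2 fold changes were 3.7 for *Wnt7b* (adjusted p = 0.0773), 2.33 for *Wnt5b* (0.107), 1.99 for *Wnt4* (0.081) and 3.46 for *Wnt10a* (0.112). Of 12 *Wnt* genes tested in adipocytes, 0 passed in a pair of stages over all genes in edgeR, with 5 at an unadjusted p under 0.05 for diestrus and proestrus, and 4 were higher in diestrus than in proestrus when adjusted over the list alone. DESeq2 called 5 of them, edgeR without a filter 1 (*Wnt7b*) and the joint fit of the adult libraries 4, with an adjusted p of 0.00866 for *Wnt10a* in DESeq2 and 0.0014 for *Wnt5b* in the joint fit for this pair. Of 9 target genes of canonical *Wnt* signaling 2 were higher in diestrus adipocytes, both over all genes and when adjusted over the list alone. Over both diestrus libraries the ratio of the observed rise to the rise expected from the share of luminal and basal RNA, estimated from marker genes, was 0.433 for *Wnt5b*, 0.917 for *Wnt7b*, 1.19 for *Wnt10a* and 1.62 for *Wnt4*. It differed between the libraries, with 0.734 in replicate 1 and 0.197 in replicate 2 for *Wnt5b*, 0.68 and 2.35 for *Wnt7b*, 0.105 and 1.27 for *Wnt10a*, and 1.23 and 2.98 for *Wnt4*. Without diestrus replicate 2 the log2 fold change of *Wnt10a* over proestrus was 1.08. Over the 6 pairs the separate fit called 4 *Wnt* genes without diestrus replicate 1 (*Wnt10a*, *Wnt11*, *Wnt4* and *Wnt7b*) and 2 without diestrus replicate 2 (*Wnt5a* and *Wnt7b*).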

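*Wnt6*, a ligand of basal cells and skin (ENSMUSG00000033227, chromosome 1, 74771892 to 74785322), had 1.76 ± 0.942 CPM in diestrus fibroblasts and 5.04 ± 1.64 CPM in estrus fibroblasts (n = 2 each), which rests on 29 and 62 counts per library on average. The log2 fold change of diestrus over estrus was -1.5 (standard error 0.44, adjusted p = 0.0977 in edgeR, 0.0333 in DESeq2 and 0.0466 in the joint fit). *Wnt5a*, a non-canonical ligand (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448), had 9.13 ± 3.81 CPM in diestrus and 25.3 ± 0.294 CPM in metestrus fibroblasts. Its log2 fold change was -1.48 (standard error 0.39, adjusted p = 0.178 in edgeR, 0.0152 in DESeq2 and 0.0388 in the joint fit). Of 13 *Wnt* genes tested in fibroblasts 0 passed in any pair of stages over all genes or when adjusted over the list alone, with at most 5 at an unadjusted p under 0.05, for diestrus and metestrus. Without a filter on low counts edgeR called 8 in fibroblasts, and DESeq2 and the joint fit of the adult libraries called 3 each.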

In fibroblasts, *Wnt6* and *Wnt5a* are downregulated in diestrus compared to estrus and metestrus, respectively. We do point out that the absolute expression levels of these *Wnts* in fibroblasts and adipocytes are often close to background levels (Fig. 6). 

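In diestrus adipocytes *Wnt5b* had 4.79 ± 2.48 RPKM (mean of 223.5 counts), *Wnt10a* 2.13 ± 2.46 RPKM (92.5 counts), *Wnt7b* 1.94 ± 0.677 RPKM (167 counts) and *Wnt4* 1.54 ± 0.243 RPKM (113.5 counts). In proestrus adipocytes *Wnt5b* was at 0.984 RPKM (38.5 counts), *Wnt4* at 0.397 (25.5 counts), *Wnt10a* at 0.195 (7.5 counts) and *Wnt7b* at 0.153 (11.5 counts). The RPKM values of genes in all 40 libraries share 1 set of TMM factors. Relative to the value, the counting error is larger the fewer the counts, and largest here for *Wnt10a* in proestrus.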

Note that *Wnt* expression itself is not inherently low: Multiple *Wnt* genes are expressed at decent levels in luminal and basal cells – and although *Wnt4* does not meet our cut off for statistical significance, we do detect an ~ 1.7 fold difference in luminal *Wnt4* expression between proestrus (mean RPKM:17.2) and diestrus (mean RPKM: 10.1, Fig. 6).

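Scaled within the luminal libraries, *Wnt4* was at 20.8 ± 1.3 RPKM in proestrus, 17 in estrus, 14.4 in metestrus and 12.4 ± 2.71 in diestrus (SD, n = 2 for each). The ratio of proestrus to diestrus was 1.68, and the log2 fold change of diestrus over proestrus -0.75 (standard error 0.21, adjusted p = 0.231 in edgeR and 0.0534 in DESeq2). Both proestrus libraries (83.4 and 91.1 CPM) were above both diestrus libraries (43.8 and 59.9 CPM). Leaving out 1 library moved the ratio between 1.46 and 1.99.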

**Fig. 6:**
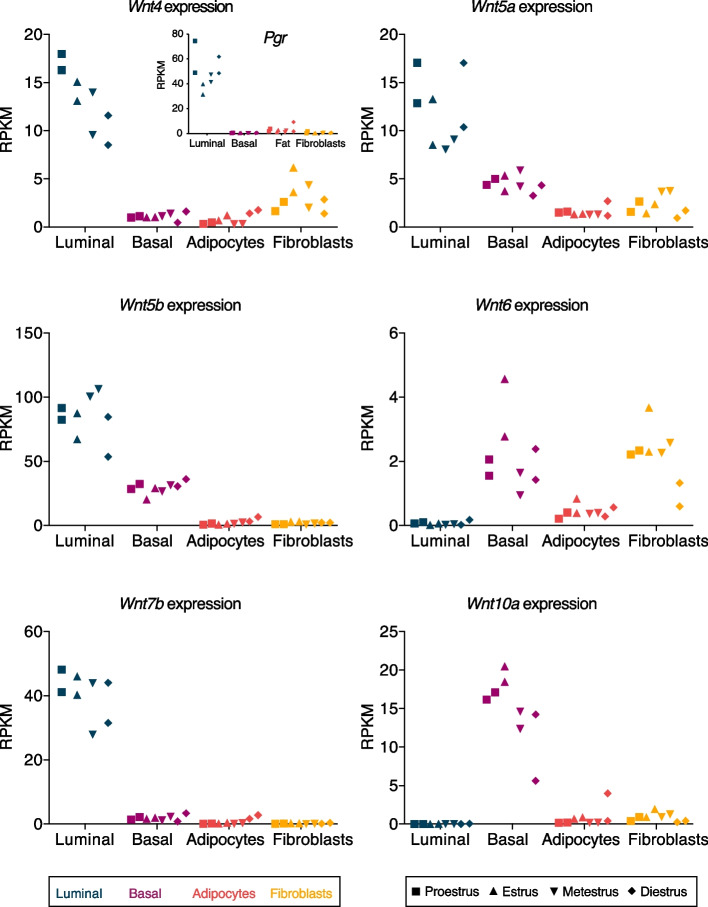
Expression levels of differentially expressed *Wnt* genes in different mammary gland cell types during the estrous cycle. RNA-sequencing results from different mammary gland cell types and different stages of the estrous cycle. Dot plots depict the expression of 6 individual *Wnt* genes that were found to be differentially expressed (FDR < 0.05) in pairwise comparisons of different estrous cycle stages (Table 3). RPKM = Reads Per Kilobase per Million mapped reads. Inset in the top left panel shows *Pgr* expression, which rises and peaks prior to *Wnt4* expression. Colors represent different cell types and symbols represent different stages of the estrous cycle. Source data available via https://osf.io/xv83g/ (rpkm_values_allsamples.xlsx)

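*Pgr*, the progesterone receptor gene (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611), had 39.9 ± 8.19 RPKM over the 4 luminal libraries of diestrus and proestrus and 27.2 ± 4.63 RPKM over the 4 of estrus and metestrus. The ratio was 1.47 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The paper reports a difference between these groups of stages on these same libraries, so the test is no independent evidence. With TMM factors shared by all 40 libraries, *Pgr* was at 31.5 ± 5.3 RPKM in diestrus, 35 ± 10.2 in proestrus, 20.1 ± 3.3 in estrus and 25 ± 2.41 in metestrus (n = 2 for each). *Wnt4* was on that scale at 10.3 ± 2.2 RPKM in diestrus, 17.4 ± 1.17 in proestrus, 14.2 in estrus and 11.9 in metestrus. The *Pgr* levels on both scales are below the RPKM that the paper gives for these groups, and the cause was not tested. Leaving out 1 library moved the ratio of *Pgr* between 1.33 and 1.57 and its p up to 0.114.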

Finally, we performed unsupervised hierarchical clustering of our pubertal and estrous cycle staged samples (Fig. 7). This revealed two interesting features. 

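The libraries were clustered by complete linkage on z-scores of the TMM-scaled CPM of 14 *Wnt* genes, and the tree was divided into 4 groups. The 10 luminal libraries formed a group of their own, 9 fibroblast libraries another, and the 10 basal libraries shared a group with 9 adipocyte libraries and 1 fibroblast library (diestrus replicate 2). Adipocyte diestrus replicate 2 stood alone. Whether the basal and adipocyte libraries part on a lower branch of the tree was not tested. In all, 30 of the 40 libraries were of the most frequent cell type of their group, and 20 sat in a group with a majority of their own type. With log2 CPM before the z-scores all 40 libraries had such a majority, with average linkage 18, and with the adult libraries alone 16 of 32.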

First, epithelial and non-epithelial mammary cell populations cluster according to cell type based solely on the expression of different *Wnt* genes. Second, the expression patterns of individual *Wnt* genes vary between cell type rather than developmental time point. In puberty, *Wnt4* and *Wnt7b* expression is restricted to luminal cells, while *Wnt6* and *Wnt10a* expression is restricted to basal cells. 

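*Wnt4* was at 7.61 ± 0.118 RPKM in pubertal luminal cells, 1.23 ± 0.384 in adipocytes, 0.896 in fibroblasts and 0.68 ± 0.0899 in basal cells (SD, n = 2 for each). Its log2 fold change in luminal cells over the mean of the other 3 types was 3.03 (standard error 0.24, adjusted p = 2.99e-05). *Wnt7b* was at 29.7 ± 2.22 RPKM in luminal cells, 1.41 ± 0.849 in adipocytes and 0.651 in basal cells, a log2 fold change of 6.46 (adjusted p = 7.23e-06). *Wnt6* was at 4.73 ± 1.16 RPKM in basal cells, 1.14 in fibroblasts, 0.429 in adipocytes and 0.00952 in luminal cells, a log2 fold change of 4.54 over the other types (adjusted p = 9.94e-05). *Wnt10a* was at 3.5 ± 0.591 RPKM in basal cells, 0.87 ± 0.828 in fibroblasts, 0.626 in adipocytes and 0.0311 in luminal cells, a log2 fold change of 3.8 (adjusted p = 0.00502). Taken in pairs, *Wnt10a* differed between basal and luminal cells (log2 fold change of luminal over basal -7.06, adjusted p = 0.00428), but not between basal cells and fibroblasts (1.93, standard error 0.93, adjusted p = 0.142) or adipocytes (2.42, standard error 0.93, adjusted p = 0.0678).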

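In pubertal luminal cells *Wnt5a* was at 25.4 ± 5.84 RPKM and in pubertal basal cells at 11.5 ± 2.09 RPKM (SD, n = 2 each), a log2 fold change of luminal over basal of 1.15 (standard error 0.33, adjusted p = 0.0249). The values of *Wnt5b* were 41.3 ± 12.2 and 11.1 ± 1.1 RPKM (log2 fold change 1.9, standard error 0.36, adjusted p = 0.00417).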

*Wnt5a* and *Wnt5b* are expressed in both luminal and basal epithelial cells. This is in line with earlier work that showed expression of these genes in the pubertal mammary epithelium using microarray gene expression analysis [53]. 

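In the adult luminal libraries *Wnt5b* was at 85.3 ± 17 RPKM, *Wnt7b* at 36.9 ± 6.48, *Wnt4* at 13.4 ± 3.3 and *Wnt5a* at 12.2 ± 3.72 (SD, n = 8). The adult basal libraries had 29.6 ± 4.68 RPKM of *Wnt5b*, 1.69 of *Wnt7b*, 1.08 ± 0.333 of *Wnt4* and 4.55 ± 0.88 of *Wnt5a*. Over basal cells the luminal log2 fold change was 4.45 for *Wnt7b* (standard error 0.48, adjusted p = 8.11e-10), 3.64 for *Wnt4* (0.35, 5.56e-11), 1.53 for *Wnt5b* (0.32, 0.000105) and 1.43 for *Wnt5a* (0.23, 1.7e-06). *Wnt4* in adult fibroblasts was at 3.09 ± 1.62 RPKM, and the luminal log2 fold change over the mean of the other types was 3.29 for *Wnt4* (adjusted p = 3.23e-14) and 6.01 for *Wnt7b*.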

*Wnt4*, *Wnt5a*, *Wnt5b* and *Wnt7b* remain expressed in the adult luminal cell population. This fits with published microarray and transcriptomic data [53–55], and with studies using RNA in situ hybridization or qRT-PCR analysis [19, 20, 25, 56, 57]. 

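*Wnt10a* was at 15 ± 4.52 RPKM in adult basal cells and 0.0212 RPKM in adult luminal cells (n = 8 each), a log2 fold change of luminal over basal of -9.23 (standard error 0.72, adjusted p = 4.3e-13). *Wnt6* was at 2.06 ± 1.06 RPKM in basal and 0.0607 RPKM in luminal cells (log2 fold change -5.02, standard error 0.42, adjusted p = 1.98e-12). Adult fibroblasts had 2.04 ± 0.841 RPKM of *Wnt6*, which did not differ from basal cells (log2 fold change of basal cells over fibroblasts 0.03, standard error 0.32, adjusted p = 0.944), and 0.872 RPKM of *Wnt10a*.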

In the epithelium, expression of *Wnt6* and *Wnt10a* remains restricted to the adult basal layer, also corresponding to previous studies [54, 55]. *Wnt5a*, *Wnt5b*, *Wnt9a*, *Wnt10a* and *Wnt11* are also expressed in basal cells, in line with published scRNA data [55]. 

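*Wnt11*, a non-canonical ligand (ENSMUSG00000015957, chromosome 7, 98835112 to 98855195), was at 21.8 ± 7.42 RPKM in adult basal cells, 20.9 ± 5.45 in fibroblasts, 2.15 in luminal cells and 1.45 in adipocytes (n = 8 each). It was higher in basal than in luminal cells (log2 fold change of luminal over basal -3.34, standard error 0.22, adjusted p = 7.81e-15) and did not differ between basal cells and fibroblasts (0.06, standard error 0.2, adjusted p = 0.81). *Wnt9a* (ENSMUSG00000000126, chromosome 11, 59306928 to 59333552) was at 4.53 ± 1.47 RPKM in fibroblasts, 2.63 ± 0.744 in basal cells, 0.896 in adipocytes and 0.872 in luminal cells. The log2 fold change of basal cells over fibroblasts was -0.79 (standard error 0.2, adjusted p = 0.000794), and that of luminal over basal cells -1.59 (standard error 0.21, adjusted p = 4.09e-08).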

Although expression of *Wnt2* and *Wnt6* in stromal cells has been reported [57, 58], most genome wide expression analyses have so far focused on mammary epithelial cells. 

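*Wnt2*, a canonical ligand (ENSMUSG00000010797, chromosome 6, 17988940 to 18030585), was at 12.9 ± 4.69 RPKM in adult fibroblasts, 3.56 ± 1.66 in adipocytes, 0.0317 in basal cells and 0.00255 in luminal cells (n = 8 each). Its log2 fold change over the mean of the other types was 7.15 in fibroblasts and 4.68 in adipocytes. In puberty it was at 12.7 ± 6.46 RPKM in fibroblasts and 4.76 in adipocytes.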

We find that *Wnt2* is indeed mainly expressed in stromal cells, in agreement with RNA in situ hybridization experiments [59]. In adipocytes, *Wnt* gene expression was relatively low, although these cells showed some expression of *Wnt2*, *Wnt10b*, and *Wnt16*. 

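In adult adipocytes *Wnt10b* (ENSMUSG00000022996, chromosome 15, 98770712 to 98778150), a ligand that holds back fat cell formation, was at 0.518 ± 0.208 RPKM, and *Wnt16* (ENSMUSG00000029671, chromosome 6, 22288227 to 22298522) at 0.266 ± 0.0963 RPKM (SD, n = 8). The adult fibroblasts had 0.455 ± 0.481 RPKM of *Wnt10b* and 0.412 ± 0.342 RPKM of *Wnt16*. Neither differed between adipocytes and fibroblasts (log2 fold change 0.15, standard error 0.43, adjusted p = 0.762, and -0.66, standard error 0.46, adjusted p = 0.194). *Wnt2* was lower in adipocytes than in fibroblasts (log2 fold change -1.85, standard error 0.27, adjusted p = 2.5e-07).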

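*Wnt9b* (ENSMUSG00000018486, chromosome 11, 103727364 to 103749821) was at 1.37 ± 0.907 RPKM in adult fibroblasts, 0.0384 in adipocytes, 0.026 in luminal cells and 0.0168 in basal cells (n = 8 each). Its log2 fold change in fibroblasts over the mean of the other types was 5.63, and that of adipocytes over fibroblasts -5.03 (standard error 0.55, adjusted p = 1.24e-09). In puberty *Wnt9b* was at 2.65 ± 0.262 RPKM in fibroblasts and 0.427 ± 0.342 in adipocytes (n = 2 each). *Wnt2b* (ENSMUSG00000027840, chromosome 3, 104945272 to 104961921) was at 2.18 ± 0.674 RPKM in adult fibroblasts, 0.446 ± 0.214 in basal cells, 0.169 in adipocytes and 0.0758 in luminal cells. Fibroblasts were above basal cells (log2 fold change of basal cells over fibroblasts -2.3, standard error 0.35, adjusted p = 7.96e-07) and above adipocytes (-3.65, standard error 0.39, adjusted p = 4.8e-10).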

Fibroblasts express multiple *Wnt* genes in addition to *Wnt2*, including some *Wnt4* and *Wnt6* (Fig. 6), with only *Wnt9b* and to a lesser extent *Wnt2b* expression being exclusive for the fibroblast cell population. The precise regulation and function of these *Wnt* gene expression patterns warrant further research.

**Fig. 7:**
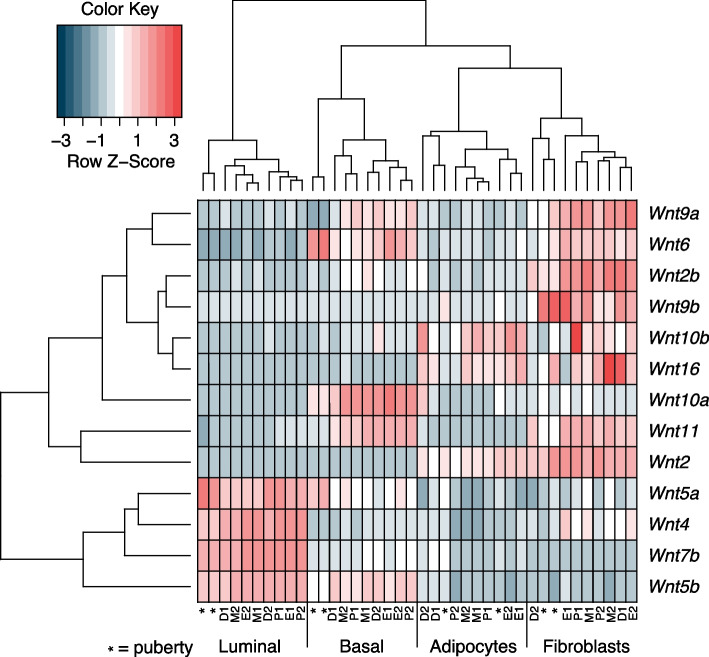
RNA-sequencing reveals complex spatiotemporal expression patterns of individual Wnt genes. Unsupervised hierarchical clustering of *Wnt* gene expression in different mammary gland cell types at different developmental time points. Labels for different samples: * = puberty samples, P = proestrus, E = estrus, M = metestrus, D = diestrus. Numbers “1” and “2” indicate replicate samples (see methods for details). RPKM = Reads Per Kilobase per Million mapped reads. Values were normalized for each gene across all samples using Z-scores. Source data available via https://osf.io/xv83g/ (rpkm_values_allsamples.xlsx)

## Discussion

Few studies to date have sampled the basal, luminal, adipocyte and fibroblast cell populations in pubertal and adult mice. The specific aim of this study was to better understand the transcriptional response of the epithelial and non-epithelial mammary cell populations to physiologically changing hormone levels, with a specific focus on estrous-cycle staging. Given the role of WNT signaling in mammary gland development and tissue homeostasis, including a prior link to mammary stem cell maintenance and steroid hormone responsiveness, we paid specific attention to *Wnt* gene expression patterns and changes therein.

### Determining Estrous Cycle Stage By Vaginal Cytology

Different methods exist for assessing the stage of the estrous cycle in adult female mice. While it can be done by assessing the overall appearance of the vaginal opening [60], metestrus and diestrus are difficult to distinguish using only visual inspection. It is therefore recommended to assess the ratio of different cell types using vaginal smears [33]. For this study, we confirmed our stage determination by vaginal cytology with histological analysis of the vaginal epithelium (Supplementary Fig. 2). While sampling our cohort, we found that 7/32 mice were not cycling reliably, despite being housed in the vicinity of male mice in the same open cages as their cycling littermates (Fig. 1e). This highlights the importance of monitoring the cycle for multiple days in a row: only collecting swabs on the day of tissue isolation or only collecting samples once or twice a week is insufficient to determine the precise stage and progression of the estrous cycle [31]. As shown previously, proper estrous cycle stages requires samples to be collected every day, at the same time, for at least one week [9, 10, 12, 61]. Indeed, daily monitoring for at least 8 days allowed us to identify animals with irregular cycles and exclude these mice from further analysis. Hormonal testing in blood plasma could still be added to enhance the reliability of testing.

### Epithelial Outgrowth Does Not Occur in Every Mouse in Every Cycle

Studies investigating morphological changes of the mammary epithelium during the estrous cycle have reported conflicting results [7, 9–12, 15]. Although findings concerning the timing of apoptosis are consistent (diestrus [9, 11, 12, 15]), it remains unclear whether side branching occurs in proestrus/estrus [11, 15] or diestrus [9, 10, 12]. Assuming that outgrowth of the epithelium requires cell division, one would expect a burst in cell proliferation to precede the appearance of tertiary branches. Our RNAseq data show a cell division/mitosis signature in basal and luminal cells at estrous (Fig. 5, Supplementary Table 1 and Supplementary Fig. 7), suggesting cell proliferation or a mitotic arrest, but we did not observe accompanying or subsequent changes in cell numbers (Fig. 2) or morphology (Supplementary Fig. 5) across the stages of the estrous cycle. Tissue level analyses at single cell resolution, including intravital imaging approaches [62], will be required to understand how, when and where fluctuations in systemic hormone levels are translated into a locally controlled cell division, differentiation and migration response. Altogether, we and others [11] find that proliferation of epithelial cells during the estrous cycle is not as black and white as reported in some studies. Rather, proliferative heterogeneity exists. From our set up and analysis we cannot exclude confounding factors such as environmental conditions (e.g. housing and diet) or effects arising from sampling different anatomical locations (e.g. #3 versus #4 mammary gland). It is likely, however, that true differences exist between strains, between individual animals, and possibly between different regions of the tissue. Our findings suggest that cell proliferation is a local, rather than a global event, in the same way that some terminal end buds (TEBs) during puberty are more proliferative than others [63].

### Gene Expression Changes Between Different Estrous Cycle Stages

While we were able to detect estrous-cycle dependent changes in gene expression by both RNAseq (Supplementary Fig. 7) and qRT-PCR (Fig. 3), other differences may have been missed due to our experimental setup. First, we isolated the bulk luminal cell population. As such, the effect of fluctuating steroid hormone levels might be masked, since the estrogen and progesterone receptor (ER and PR) are only expressed in a subset of luminal cells in adult mice [44]. Either enriching for ER + and PR + mature luminal cells via FACS sorting [64–66], or single-cell rather than bulk RNAseq [55], would facilitate gene expression analysis of hormone receptor expressing cells specifically. Second, while we harvested glands from 4–5 mice for each stage, we had to pool isolates to obtain sufficient RNA. This unfortunately reduced the number of biological replicates in our analysis, which also prevents further statistical testing (e.g. in Fig. 6). Third, it is also possible that rapid changes in morphology as previously observed, are not caused by changes in gene expression. In fact, other mechanisms may enable faster and/or more dynamic changes in cell behavior. This includes alternative splicing, which several studies have shown to be important in vertebrate tissue development and homeostasis [67, 68]. Changes to the poly(A) tail of mRNA can also play a regulatory role by changing translation efficiency, mRNA stability and degradation [69]. Post translational modifications such as phosphorylation, acetylation or ubiquitination can change protein functionality and add another level of regulation [70].

### Non-epithelial Cells Should be Included in Studies of Mammary Gland Biology

Pairwise comparisons of the different estrous cycle stages revealed that most differentially expressed genes were found in non-epithelial rather than in epithelial cell populations (Fig. 5a). While hormone receptor positive cells are indeed also found outside of the mammary epithelium [30, 71], the difference in absolute numbers of differentially expressed genes between the epithelial and non-epithelial mammary cell types, is remarkable. This adds to the evidence that molecular cues that control epithelial cell behavior during the estrous cycle are not only coming from the epithelial cells itself, but also from adipocytes and fibroblasts [72], either in direct response to hormones or in response to hormone-induced paracrine signals. It also fits with a large and increasing body of work that demonstrates the importance for epithelial-stromal interactions in mammary tissue remodeling at other developmental stages, as well as in the context of breast cancer.

Some caution is warranted when interpreting these results. First, we isolated adipocytes via differential centrifugation after the initial enzymatic digestion step, possibly resulting in less pure samples than for the other cell types, which were isolated by FACS sorting. While our quality controls do not show any evidence of impurity (Fig. 4 and Supplementary Fig. 5), we cannot exclude some contamination. Second, the FACS sorted fibroblast population is not well defined. While we made sure to exclude doublets, dead cells, hematopoietic and endothelial cells (Supplementary Fig. 3), our sorting of non-adipose mammary stromal cells was not based on the presence of specific markers, but rather on the absence of epithelial markers (Fig. 2a). Because fibroblasts are the main component of the mammary stroma and we did not actively exclude them in any step prior to sorting, we expect these cells to be the main component of our sorted non-adipose stromal cell population. This is supported by the specific expression of *Col1a1* in this population (Fig. 4b). In view of the above, it will be interesting to further dissect cell-specific changes in more purely sorted populations of fibroblasts, macrophages and potentially other cells.

### *Wnt* Genes Show Defined Spatial Gene Expression Patterns in the Mammary Gland

We did not detect statistically significant changes in *Wnt4* expression in luminal cells (Fig. 6), where it has been reported to act downstream of progesterone [9, 19, 20, 40]. In some of these prior studies, *Wnt4* expression was measured after treating ovariectomized mice with 17β-estradiol and progesterone. The fact that we measure gene expression under physiological conditions might be one explanation for the discrepancy, since endogenous hormone fluctuations, and their downstream effects, are likely to be much smaller. This is supported by the fact that we did not detect a correlation between *Pgr* and *Wnt4* gene expression in whole mammary gland mRNA (Fig. 3), and by the fact that we were able to detect subtle, non-statistically significant changes in *Pgr* (~ 1.5 fold difference between diestrus/proestrus versus estrus/metestrus, mean RPKM of 58.4 and 40.1, respectively) that preceded equally subtle changes *Wnt4* expression (~ 1.7 fold difference between proestrus and diestrus, mean RPKM of 17.2 and 10.1, respectively) in our FACS sorted, and thus partially enriched, samples (Fig. 6).

As far as we know, spatiotemporal *Wnt* gene expression differences across luminal, basal, fibroblast and adipocyte populations during puberty and across the four stages of the estrous cycle has not been examined before. Previous transcriptomic analyses that distinguished luminal cells based on their hormone receptor expression status [54, 55] showed that *Wnt4*, *Wnt5a* and *Wnt7b* are mainly (but not exclusively) expressed in hormone receptor positive luminal cells. We can conclude that multiple *Wnt* genes show well defined spatial gene expression patterns, resulting in a complex *Wnt* gene expression landscape in basal, luminal, adipocyte and fibroblast cell populations in the postnatal mammary gland.

### Conclusion and Outlook

Although a link between the reproductive cycle and breast cancer development is known to exist, the molecular basis of this interaction remains incompletely understood. This work contributes to understanding the effects of physiological hormone fluctuations on gene expression and the molecular mechanisms underlying dynamic morphological changes in the mammary gland during the reproductive cycle. It shows that endogenous gene expression changes in response to physiological changes in steroid hormone levels are subtle. Our dataset should be a useful resource for future studies investigating gene expression patterns in different cell types of the mammary gland across different developmental timepoints. It also informs future studies, which should ideally include a higher number of replicates to capture sample-to-sample heterogeneity and should continue to consider early and late timepoints of each estrous cycle stage, while at the same time isolating hormone-receptor positive and negative cells for both epithelial and non-epithelial cell populations to reduce intra-sample heterogeneity. Ideally, these experiments would be performed at single-cell resolution. Ultimately, a better comprehension of the molecular mechanisms underlying the dynamic and heterogenous changes in mammary cell behavior in response to systemic hormones and paracrine growth factors will increase our understanding of reproductive cycle-related breast cancer risks. In the long run, these insights have the potential to contribute to the prevention and personalized treatment of breast cancer in premenopausal women [73].

## Materials and Methods

### Mice

Wildtype, inbred FVB/NHan®Hsd mice (referred to as FVB/N in the main text) were purchased from Envigo. Breeding and estrous cycle monitoring of the experimental cohort was performed in-house. All mice were maintained under standard housing conditions in open cages, with 12 h light/dark cycle and ad libitum access to food and water. Experiments were performed according to institutional and national guidelines and regulations (see study-specific approval). Pubertal mice were 34–36 days old. *N* = 4 mice from *n* = 3 different litters were pooled to obtain sufficient cells for RNA-sequencing according to Table 1. Adult mice were 14–16 weeks old and were sacrificed at the appropriate stages of the estrous cycle according to Supplementary Fig. 2. Samples from n = 2 or n = 3 different mice were pooled according to Table 1 to obtain sufficient material for RNA-sequencing.

**Table 1:** Mammary glands of different mice were pooled per stage

Timepoint	Puberty			Adult							
	P34	P35	P36	P1	P2	E1	E2	M1	M2	D1	D2
**# of mice** **in pooled** **sample**	4	4	4	2	3	2	3	2	2	2	2

For the puberty dataset, samples from n = 4 mice were pooled prior to FACS sorting. P34, P35 and P36 represent three consecutive days of mammary gland isolation. P = proestrus, E = estrous, M = metestrus, D = diestrus. For adult timepoints, samples from individual mice were FACS sorted separately and pooled at the time of RNA isolation. For each estrous cycle stage, samples from *n* = 2 or *n* = 3 mice were pooled during RNA isolation, based on our combined interpretation of vaginal cytology and histology (Supplementary Fig. 2). If no clear difference between early (“1”) or late (“2) stages was observed, we used cell number as a second criterium to achieve equal RNA input for next generation sequencing. For the puberty samples, we selected 2 replicates based on RNA quality. For each estrous cycle stage, we ultimately also ended up with 2 replicates, each containing RNA from 2 or 3 mice

### Vaginal Cytology

Vaginal swabs were collected using plastic Pasteur pipettes and PBS. From the tip of the vaginal opening, the vagina was flushed 2–3 times with a few drops of PBS. The sample was transferred to a glass slide, air-dried at 37 °C, stained with Giemsa (Sigma-Aldrich cat. #48900) for 30 s and rinsed with PBS. Animals of the right stage were sacrificed as soon as possible after the samples had been stained and assessed under the microscope. Brightfield images of the stained cytology samples were taken at 20 × magnification using a Zeiss Axio Vert.A1 microscope.

### Histology

Vaginal tissue samples were fixed in 4% PFA for 24 h, dehydrated through ascending grades of ethanol, cleared in Histo-Clear II (National Diagnostics cat. #HS-200) and embedded in paraffin. Five µm thick tissue sections were cut and mounted on glass slides. Slides were baked at 60 °C for 45 min, deparaffinized in Histo-Clear II, rehydrated through descending grades of ethanol, stained with 50% Mayer’s Hematoxylin (Sigma-Aldrich) for 30 s, rinsed for 5 min in tap water, washed in PBS for 3 min and 70% ethanol for 5 min, stained with Eosin Y (Sigma-Aldrich, cat. #HT110132) for 2 min, dehydrated (through 70% ethanol, 100% ethanol and 100% isopropanol), cleared in Histo-Clear II (National Diagnostics cat. #HS-200) and mounted with a coverslip. Brightfield images of the histology samples were taken at 20 × magnification using a Zeiss Axio Vert.A1 microscope.

### Mammary Gland Digestion

The 3^rd^ and 4^th^ mammary glands of FVB/N mice were isolated (the #4 lymph node was removed prior to this), manually minced and enzymatically digested in an orbital shaker for 2 h at 37 °C in digestion mix (9.2 ml DMEM/F12, 5% FCS, 1% Penicillin/Streptomycin, 25 mM HEPES (Gibco, cat. #15630056) and 300 U/ml Collagenase IV (Gibco, cat. #17104019), with 10 ml digestion mix per mouse for 4 glands per mouse). After centrifugation, the fat fraction was obtained by pipetting and transferring the top layer to TRIzol LS (Invitrogen, cat. #10296028). Samples were stored at -80 °C. The remainder of the sample was processed for single cell isolation. For this, cell pellets were resuspended in HBSS (Gibco, cat. #11540476 supplemented with 2% FBS (Gibco, cat. #11573397) and ACK solution (Gibco, cat. #A1049201) (1:3) and incubated at room temperature (RT) for 5 min to lyse red blood cells. To dilute and inactivate the ACK buffer, 13 ml of HBSS was added and cells were spun down for 5 min, 1000 rpm, 4 °C, and brake set to 1. Cell pellets were resuspended in 2 ml pre-warmed 0.05% Trypsin–EDTA (Gibco, cat. #11590626) and incubated for 5 min at 37 °C, after which 3 ml of pre-warmed serum-free DMEM and 1 µg/ml DNAseI was added to the solution. After mixing, 8 ml of DMEM with 10% FCS was added to stop trypsinization. Cells were filtered through a 40 µm mesh into a fresh tube.

### Antibody Staining and FACS

Cells were resuspended in 200 µl HBSS supplemented with 10% FBS and a cocktail of the following antibodies: EpCAM-PE (1:100, eBioscience, 12–5791-82, clone G8.8), CD49f-FITC (1:100, eBioscience, 11–0495-82, clone GoH3), CD45-Bio (1:100, eBioscience, 13–0451-82, clone 30-F11), CD31-Bio (1:100, eBioscience, 13–0311-81, clone 390), Ter119-Bio (1:100, eBioscience, 13–5921-81, clone TER-119). After incubating in the dark on ice for 20 min, cells were washed twice with HBSS supplemented with 2% FBS and incubated in 200 µl HBSS supplemented with 10% FBS containing Streptavidin-APC (1:200, eBioscience, 17–4317-82). After antibody staining, cells were stained with DAPI (1:5000 (Invitrogen cat. #D1306) and filtered through a 50 μm mesh. Cells were sorted using a BD FACS Aria III. FITC was excited with a 488 nm laser and emission was filtered using a 530/30 nm bandpass filter. PE was measured using a 561 nm laser and 582/15 nm bandpass filter. DAPI was excited with a 407 nm laser and emission was filtered using a 450/50 nm bandpass filter. APC was measured using a 633 nm laser and 660/20 nm bandpass filter. Cells were sorted with a plate voltage of 2500 V using the 4-Way Purity precision mode. Sorted cells were collected in TRIzol LS (Invitrogen, cat. #10296028). Post-sort purity checks were performed after every sort and were always > 90%. Samples were stored in TRIzol LS at -80 °C.

### Carmine Staining

Freshly isolated 3^rd^ mammary glands of estrous cycle monitored mice were flattened between two glass slides, incubated on a nutator at RT for 4 h in a 50 mL tube containing 12.5 ml 100% EtOH and 12.5 ml acetic acid. Glands were removed from the glass slides, incubated in 70% EtOH for 1 h on a nutator at RT and rinsed in demi-water and stained overnight (O/N) in carmine solution (1 g carmine (Sigma, cat. #C1022), 2.5 g aluminum potassium sulphate (Merck, cat. #101047), 500 ml water, boiled for 20 min and filtered). After staining, glands were washed with 100% EtOH for 4 h. Glands were cleared and stored in Histo-Clear II at RT. Images were taken on a Leica stereomicroscope at 5 × magnification.

### qRT-PCR

Total RNA from the 4th mammary glands was isolated from TRIzol (Invitrogen, cat. #15596018) according to manufacturer’s guidelines. After DNAse treatment, cDNA synthesis was performed from 4 µg RNA using SuperScript IV Reverse Transcriptase (Invitrogen, cat. #18090200) and Random Hexamers (Invitrogen, cat. #N8080127) according to manufacturer’s guidelines. During the reverse transcriptase reaction, RiboLock RNase Inhibitor (Thermo Scientific, cat. #EO0328) was added. After completion of cDNA synthesis, samples were diluted 10 × and qRT-PCR reactions were performed using a QuantStudio 3 Real-Time PCR System (Applied Biosystems). For each reaction, 5 µl of diluted cDNA was added to a mix of 4 µl 5X HOT FIREPol EvaGreen qPCR Mix Plus (ROX) (Solis Biodyne, cat. #08–24-00008), 1 µl primers (0.5 µl forward and 0.5 µl reverse, from a 10 µM stock) and 10 µl nuclease-free water. Reactions were performed in triplicate in a 96 × 0.2 ml plate (BIOplastics, cat. #AB17500). Thermal cycling reactions included the following stages: 2 min. at 50.0 °C and 15 min. at 95.0 °C, then 40 cycles of 15 s. at 95.0 °C and 1 min. at 60.0 °C, followed by the melting curve stage. The following primers were used:

- *Wnt4* forward: ACTGGACTCCCTCCCTGTCT, *Wnt4* reverse: TGCCCTTGTCACTGCAAA,
- *Pgr* forward: TGCACCTGATCTAATCCTAAATGA, *Pgr* reverse: GGTAAGGCACAGCGAGTAGAA,
- *Krt8* forward: AGTTCGCCTCCTTCATTGAC, *Krt8* reverse: GCTGCAACAGGCTCCACT,

### RNA-sequencing

RNA extraction, purification and sequencing, as well as data processing until read count calculation was done at the NKI Genomics Core facility. For the puberty samples (see Table 1), the following samples were used based on quality control: Replicate 1: Basal P34, Luminal P34, Stromal P34, Fat P34; Replicate 2: Basal P35, Luminal P35, Stromal P35, Fat P36. Adult samples were pooled according to Table 1. RNA was extracted from TRIzol LS and purified using the Qiagen RNeasy column purification kit. RNA quality was checked with a Bioanalyzer (Agilent), after which polyA + stranded RNA library preparation was performed using the Illumina TruSeq stranded RNA prep kit. RNA-sequencing was performed on a HiSeq 2500 (Illumina) System at the NKI Genomics Core Facility.

### Bioinformatics

Single-end reads (65 bp) were aligned to reference genome GRCm38/mm10 with Tophat version 2.1 and Bowtie version 1.1.0 [74]. Expression values were determined by HTSeq-count [75]. Raw gene-level count tables were processed further using edgeR (version 3.28.0) [76, 77] and limma (version 3.42.1) [78] packages with R (version 3.6.2) [79]. A cutoff of CPM > 1 in at least 2 libraries was applied to filter out genes with low counts prior to trimmed mean of M-values (TMM) normalization. To visualize distances between gene expression profiles based on the biological coefficient of variation, the plotMDS function was used with method set to “bcv”. RPKM values were generated with the RPKM function after calculating exonic region lengths from non-overlapping exons per transcript ID (genome version mm10). The edgeR glmQLFit function was used to estimate the dispersion trend before testing for differential expression between different estrous cycle stages. Unless otherwise noted, a false discovery rate (FDR) of 5% was considered as a threshold for significance. The heatmap of *Wnt* gene expression in different mammary gland cell types was created with the heatmap.2 function (gplots) with Z-score scaling along rows and dendrograms computed using default settings. The heatmaps for Supplementary Fig. 5 and 6 were made with the pheatmap package (version 1.0.12) [80].

### Software and Online Resources

Differential gene expression analysis for Figs. 6 and 7 was performed in R and R Studio as described under Bioinformatics. Gene set enrichment analysis for Fig. 7 and Supplementary Fig. 7 was performed using DAVID (https://david.ncifcrf.gov/ [81]) and MSigDB (https://www.gsea-msigdb.org/gsea/msigdb [82, 83]. Plots and graphs were made in R Studio and Graphpad Prism. Figure 1 was drawn in Adobe Illustrator. All figures were assembled in Adobe Illustrator. Tables were made in Microscoft Word. Spreadsheets were made in Microscoft Excel.

### Data availability

RNA-seq source data for puberty and adult samples have been uploaded to NCBI GEO and can be accessed via GSE213451 as raw counts, with links to the SRA read archive to access the original.fastq files. Source data for the figures and tables are provided via the Open Science Framework and can be accessed through https://osf.io/xv83g/ (identifier: 10.17605/OSF.IO/XV83G). This includes processed RNAseq data (provided as RPKM values in both.txt and.xlsx format), as well as spreadsheets with source data for Fig. 5, Supplementary Fig. 1, 6 and 7 and Supplementary Table 1.

### Supplementary Information

Supplementary Material 1: Supplementary Fig. 1. Estrogen and progesterone fluctuations during the mouse estrous cycle. Supplementary Fig. 2. Estrous cycle monitoring of adult FVB/N mice and carmine staining of pubertal glands. Supplementary Fig. 3. FACS strategy. Supplementary Fig. 4. Estrous cycle monitoring of adult FVB/N mice for whole mount carmine staining. Supplementary Fig. 5. Whole mammary glands in estrus and diestrus show similar epithelial morphology. Supplementary Fig. 6. Unsupervised hierarchical clustering confirms proper isolation of the different cell populations. Supplementary Fig. 7 Estrous cycle dependent changes in cell proliferation genes. Supplementary Table 1. Differentially expressed genes with highest logFC in basal cells are directly linked to the cell cycle [84–89]. Supplementary Table 2. Differentially expressed Wnt genes during estrous cycle.

## Data Availability

RNA-seq source data for puberty and adult samples have been uploaded to NCBI GEO and can be accessed via GSE213451 as raw counts, with links to the SRA read archive to access the original.fastq files. Source data for the figures and tables are provided via the Open Science Framework and can be accessed through https://osf.io/xv83g/ (identifier: 10.17605/OSF.IO/XV83G). This includes processed RNAseq data (provided as RPKM values in both.txt and.xlsx format), as well as spreadsheets with source data for Fig. 5, Supplementary Fig. 1, 6 and 7 and Supplementary Table 1.

# Supplementary material for: Transcriptomic Analysis of Pubertal and Adult Virgin Mouse Mammary Epithelial and Stromal Cell Populations
**Source:** J Mammary Gland Biol Neoplasia. 2024 Jun 25;29(1):13. doi: 10.1007/s10911-024-09565-1
**Supplement:** Supplementary file 1 — Supplementary Material 1: Supplementary Fig. 1. Estrogen and progesterone fluctuations during the mouse estrous cycle. Supplementary Fig. 2. Estrous cycle monitoring of adult FVB/N mice and carmine staining of pubertal glands. Supplementary Fig. 3. FACS strategy. Supplementary Fig. 4. Estrous cycle monitoring of adult FVB/N mice for whole mount carmine staining. Supplementary Fig. 5. Whole mammary glands in estrus and diestrus show similar epithelial morphology. Supplementary Fig. 6. Unsupervised hierarchical clustering confirms proper isolation of the different cell populations. Supplementary Fig. 7 Estrous cycle dependent changes in cell proliferation genes. Supplementary Table 1. Differentially expressed genes with highest logFC in basal cells are directly linked to the cell cycle [84–89]. Supplementary Table 2. Differentially expressed Wnt genes during estrous cycle.

## Supplementary Files

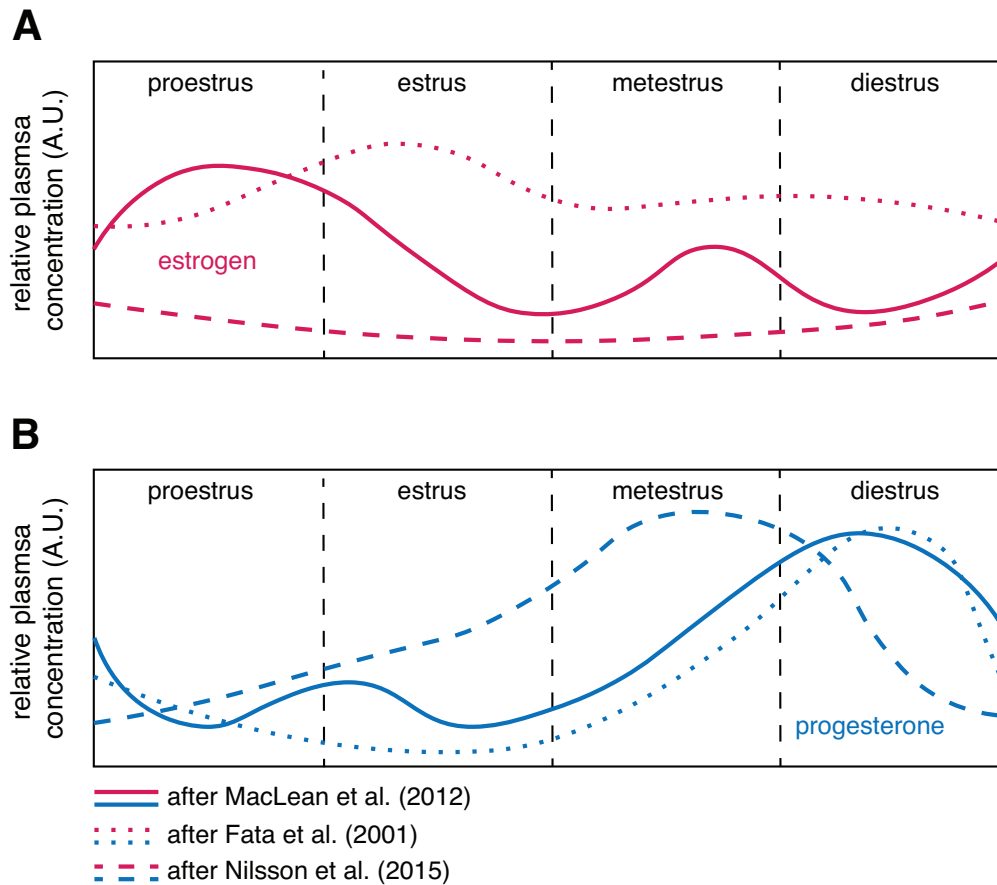

**Supplementary Fig. 1. Estrogen and progesterone fluctuations during the mouse estrous cycle.**

Cartoon depicting relative hormone plasma concentrations during the four stages of the mouse estrous cycle as reported in three different studies [13–15]. Source data available via <https://osf.io/xv83g/> (SuppFig1\_sourcedata.xlsx). A) The highest estrogen levels occur in proestrus/estrus. B) The highest progesterone levels occur in metestrus/diestrus. A.U. = arbitrary units.

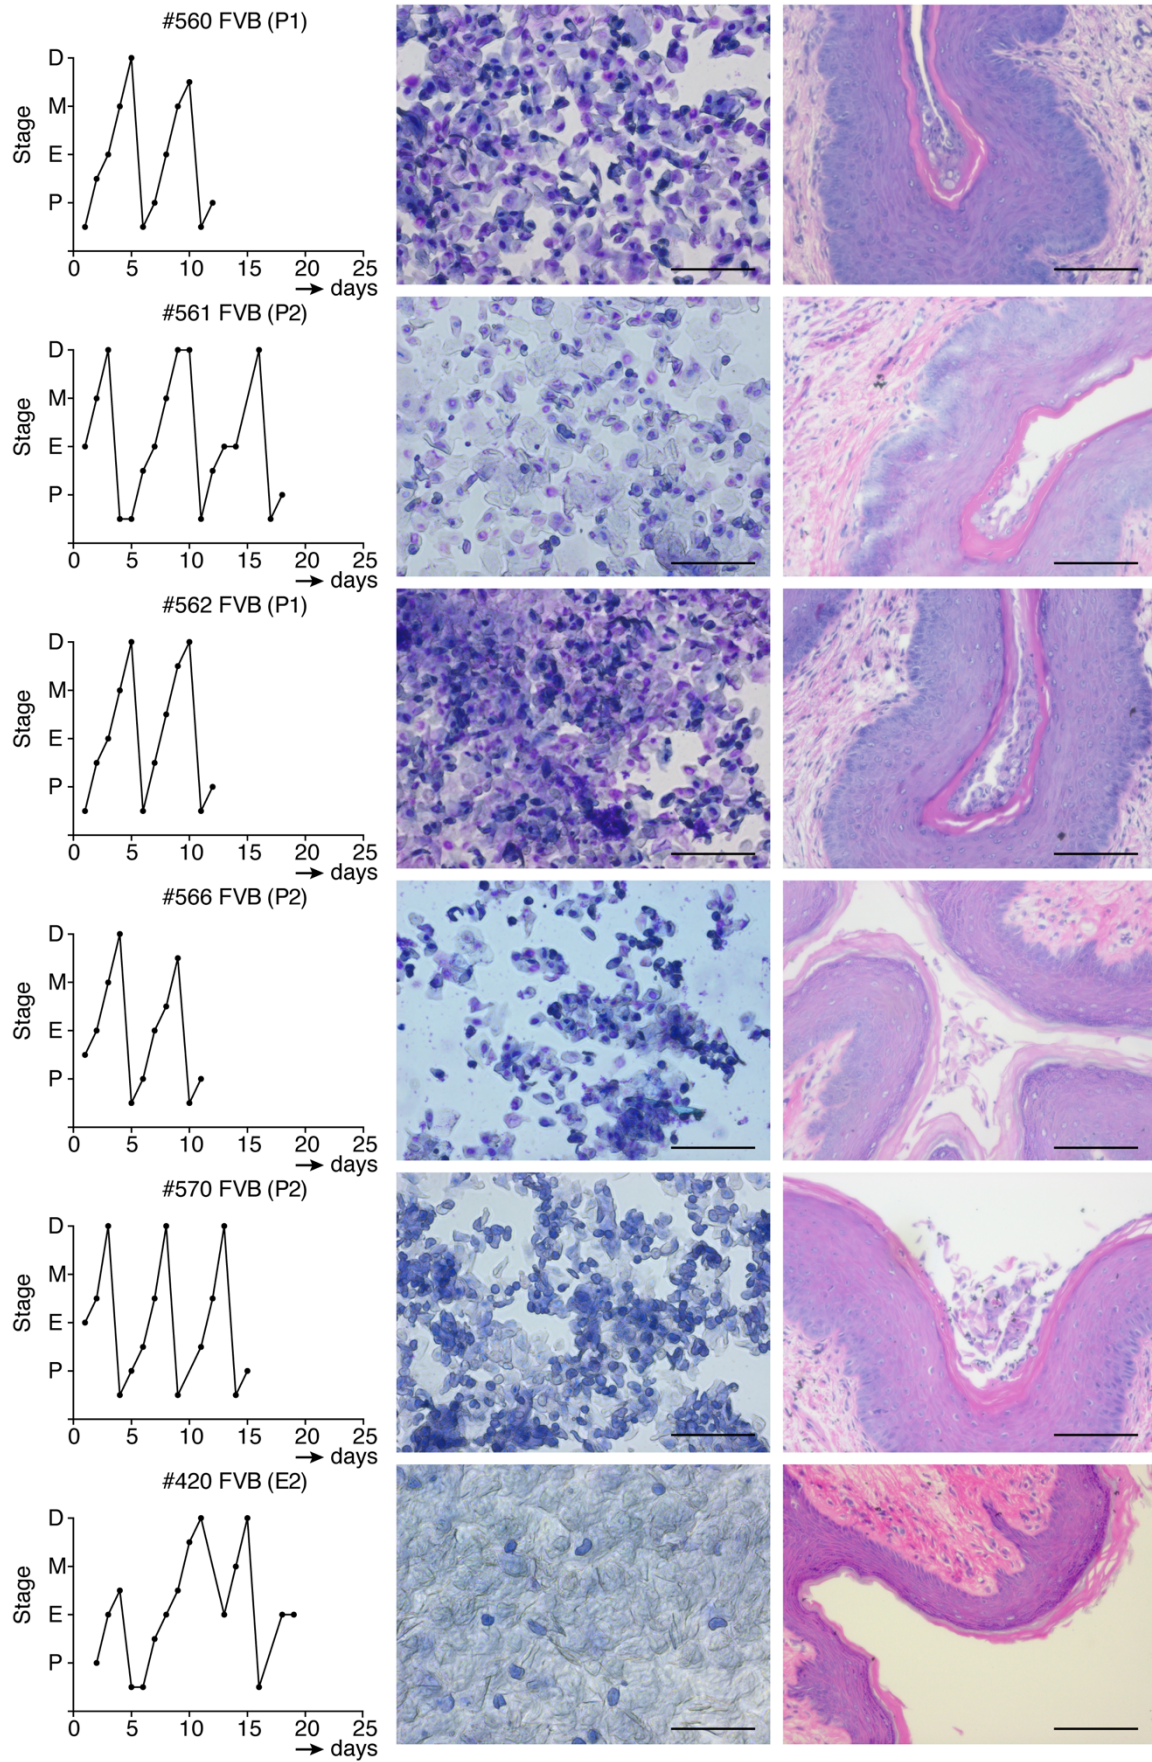

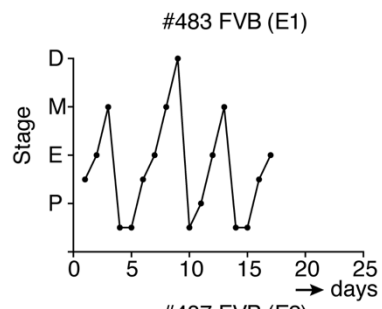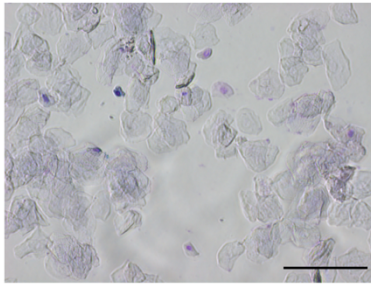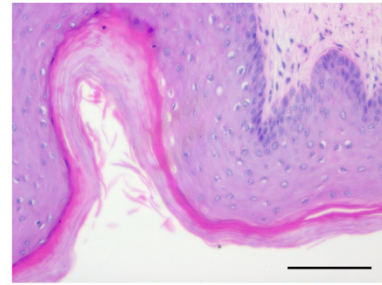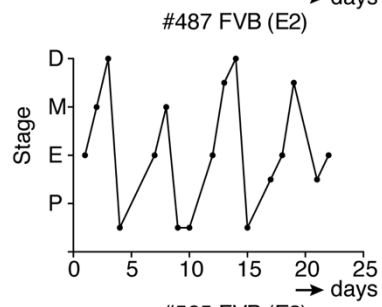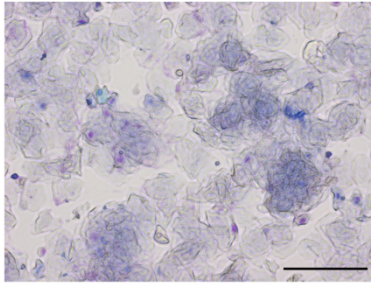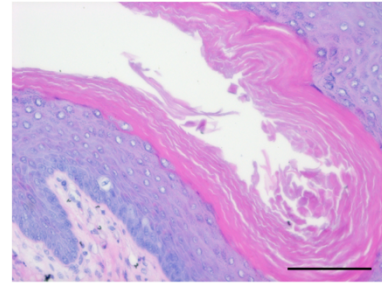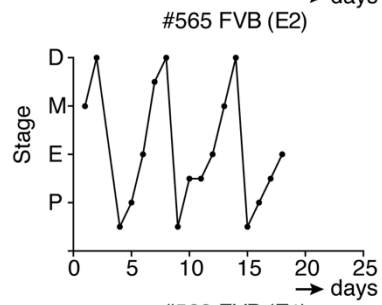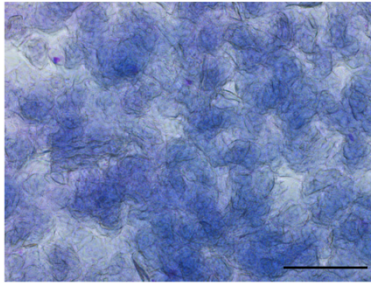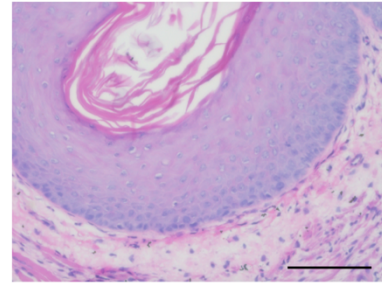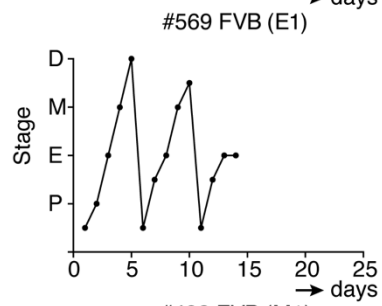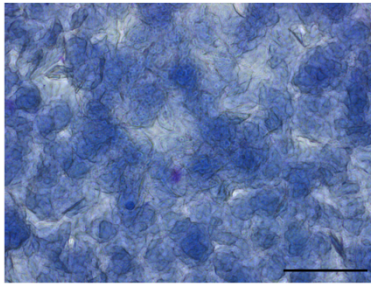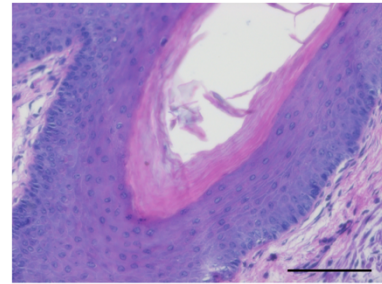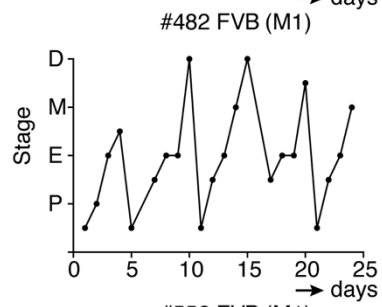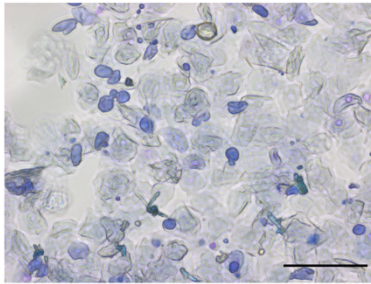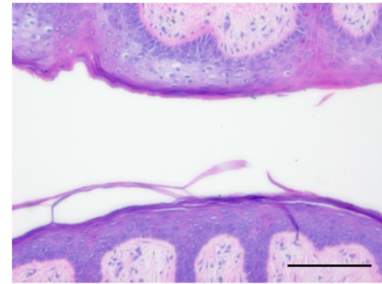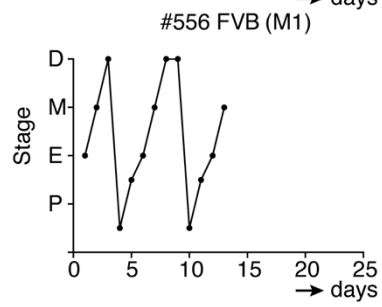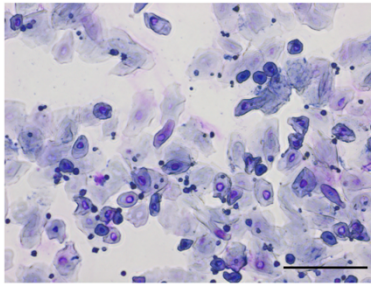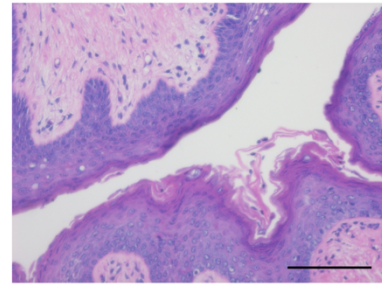

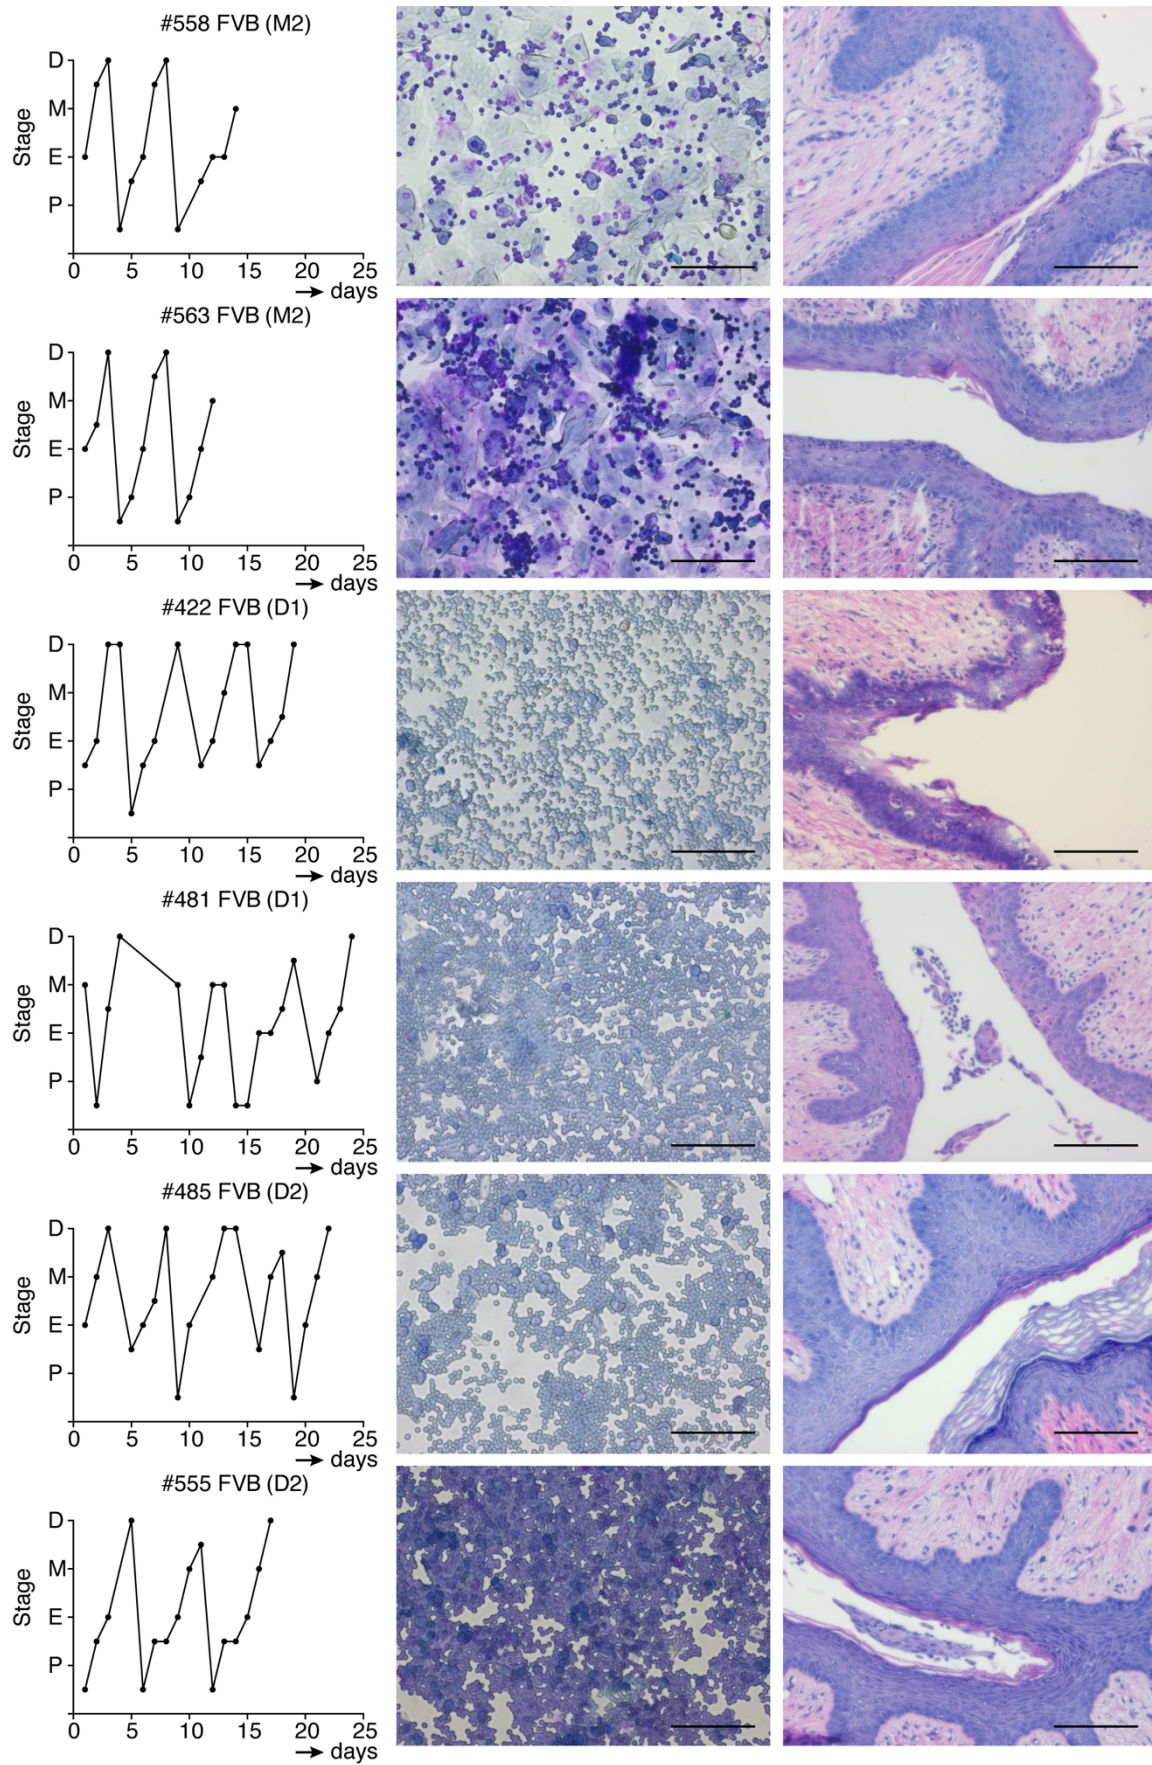

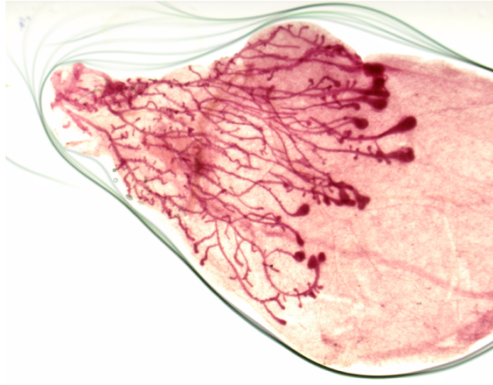

P36 example #3 mammary gland  
(Carmine staining)

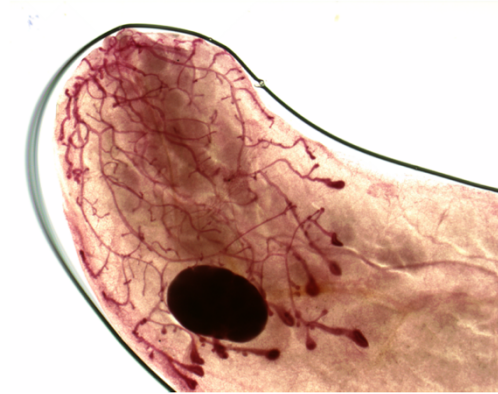

P36 example #4 mammary gland

**Supplementary Fig. 2. Estrous cycle monitoring of adult FVB/N mice and carmine staining of pubertal glands.**

Rows 1-18: All mice that showed a stable estrous cycle and were selected for RNA-sequencing are shown in this figure, including the mice depicted in Fig.1. The left column shows estrous cycle monitoring over several days. The middle column and right column depict vaginal cytology and histology samples respectively, from the day of mammary gland isolation. Scale bar = 100  $\mu$ m. Row19: Examples of pubertal mammary gland at P36, with the branching epithelium and terminal end buds (TEBs) at the tip visualized by carmine staining (not from one of the mice used for RNAseq).

A

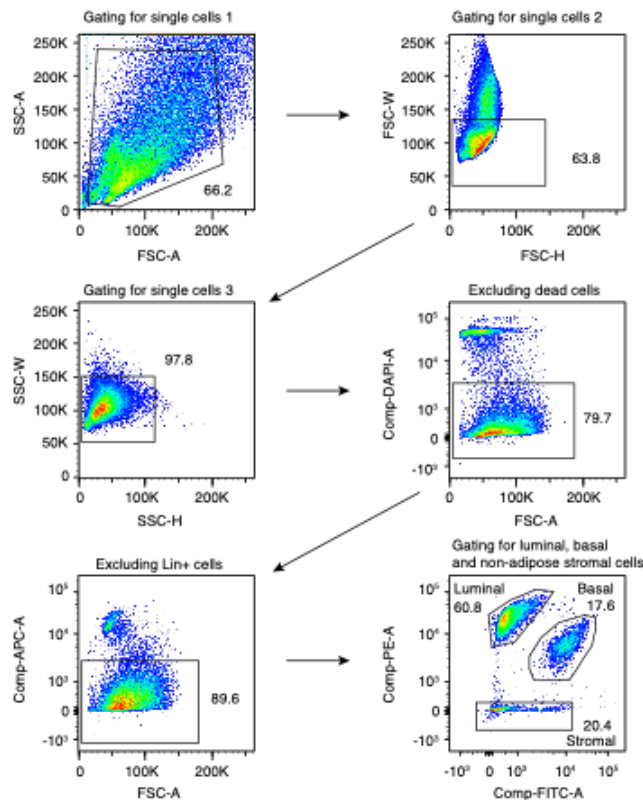

B

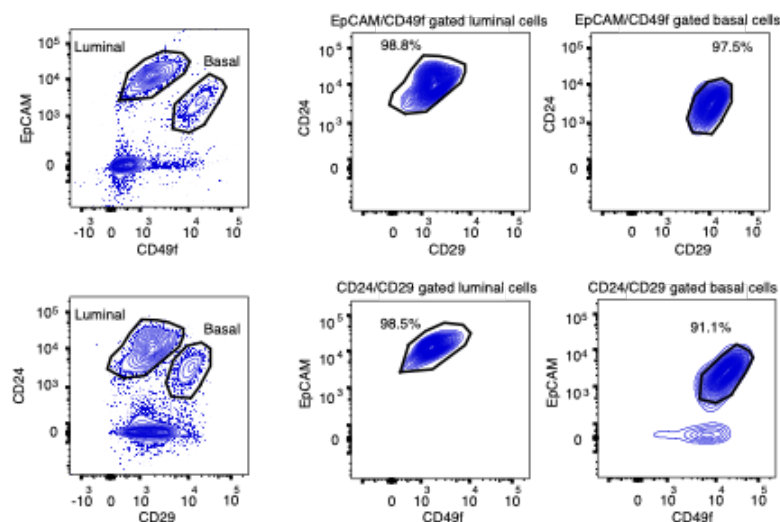

### Supplementary Fig. 3. FACS strategy.

A) Gating strategy for sorting luminal, basal and non-adipose stromal mammary cell populations. SSC-A/FSC-A, FSC-W/FSC-H and SSC-W/SSC-H plots show gating for living single cells and to exclude dead cells, debris and doublets. DAPI plotted against FSC-A was also used to exclude dead cells. In the APC/FSC-A plot we gate for Lin<sup>-</sup> cells that are negative for CD45, CD31 and Ter119. CD45 and Ter119 markers were used to exclude haematopoietic cells and CD31 to exclude endothelial cells. EpCAM-PE and CD49f-FITC staining allowed us to gate for mammary luminal, basal and non-adipose stromal cells before sorting. B) Direct comparison of the CD24/CD29 and EpCAM/CD49f staining. In our hands, EpCAM/CD49f gives slightly better separation of basal and luminal populations, making it our staining method of choice.

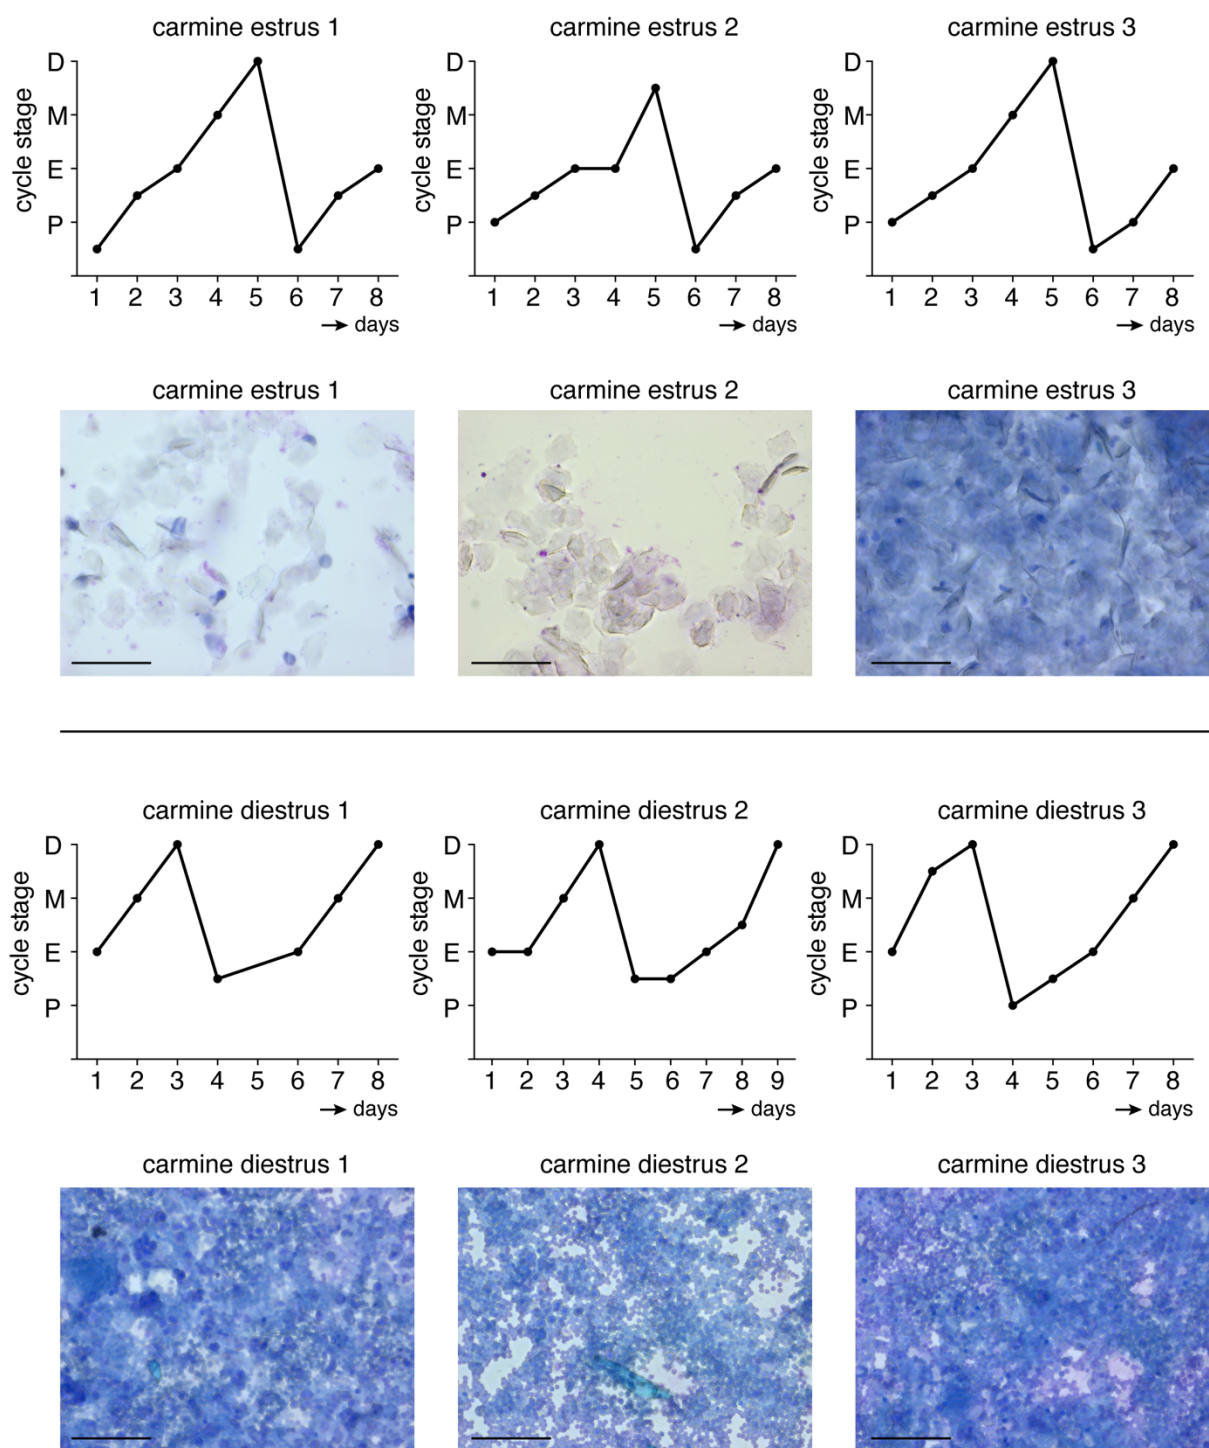

**Supplementary Fig. 4. Estrous cycle monitoring of adult FVB/N mice for whole mount carmine staining.**

N=6 stably cycling mice were selected for carmine staining, 3 in estrus and 3 in diestrus. This figure shows the graphs of monitoring the estrous cycle for at least one week using vaginal cytology. The shown image is the cytology sample on the day of mammary gland isolation. Scale bar = 100  $\mu$ m. Samples 1, 2, and 3 correspond to the same numbers in Supplementary Figure 5.

## Estrus

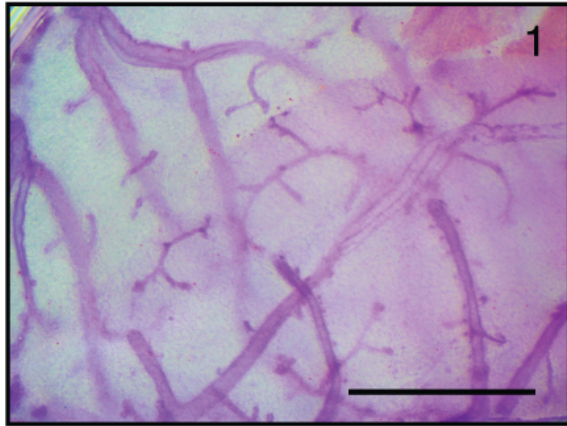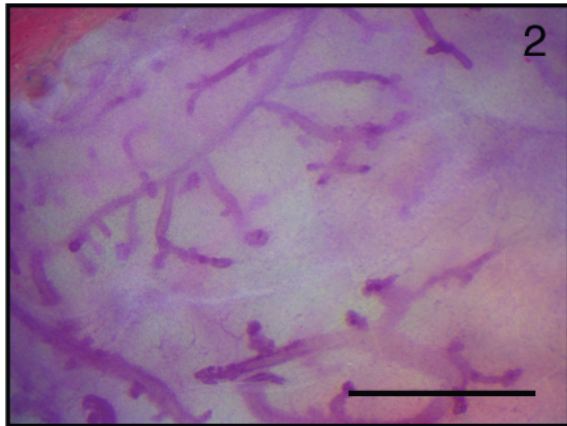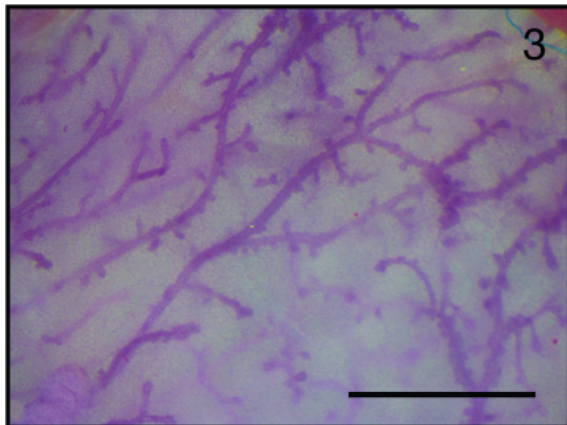

## Diestrus

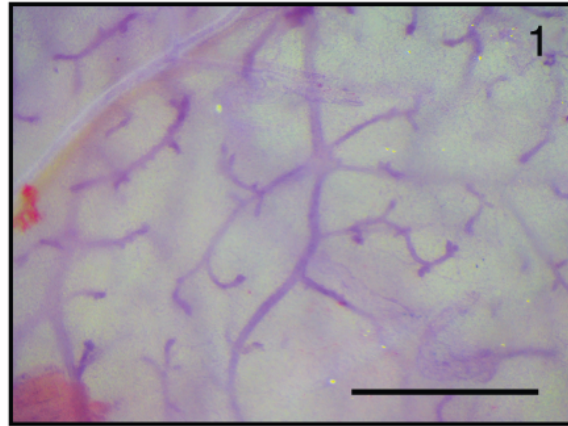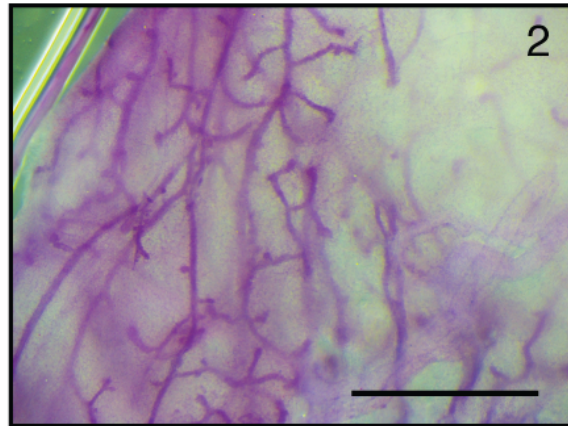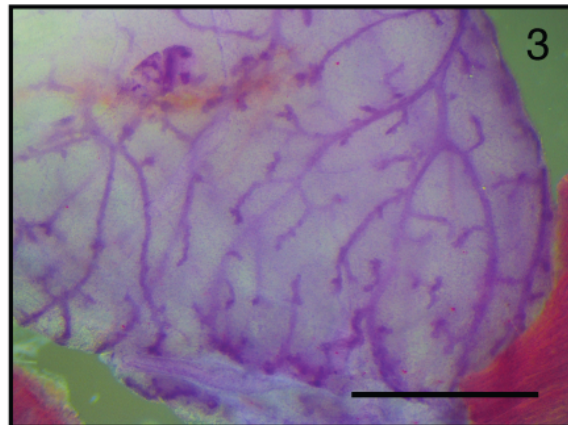

**Supplementary Fig. 5. Whole mammary glands in estrus and diestrus show similar epithelial morphology.**

Images of carmine stained wholemount #3 mammary glands from n=6 different, estrous cycle staged mice (n=3 in estrus and n=3 in diestrus). Scale bar = 1 mm. Corresponding graphs of the estrous cycle monitoring of these 6 mice are provided in supplementary fig. 4.

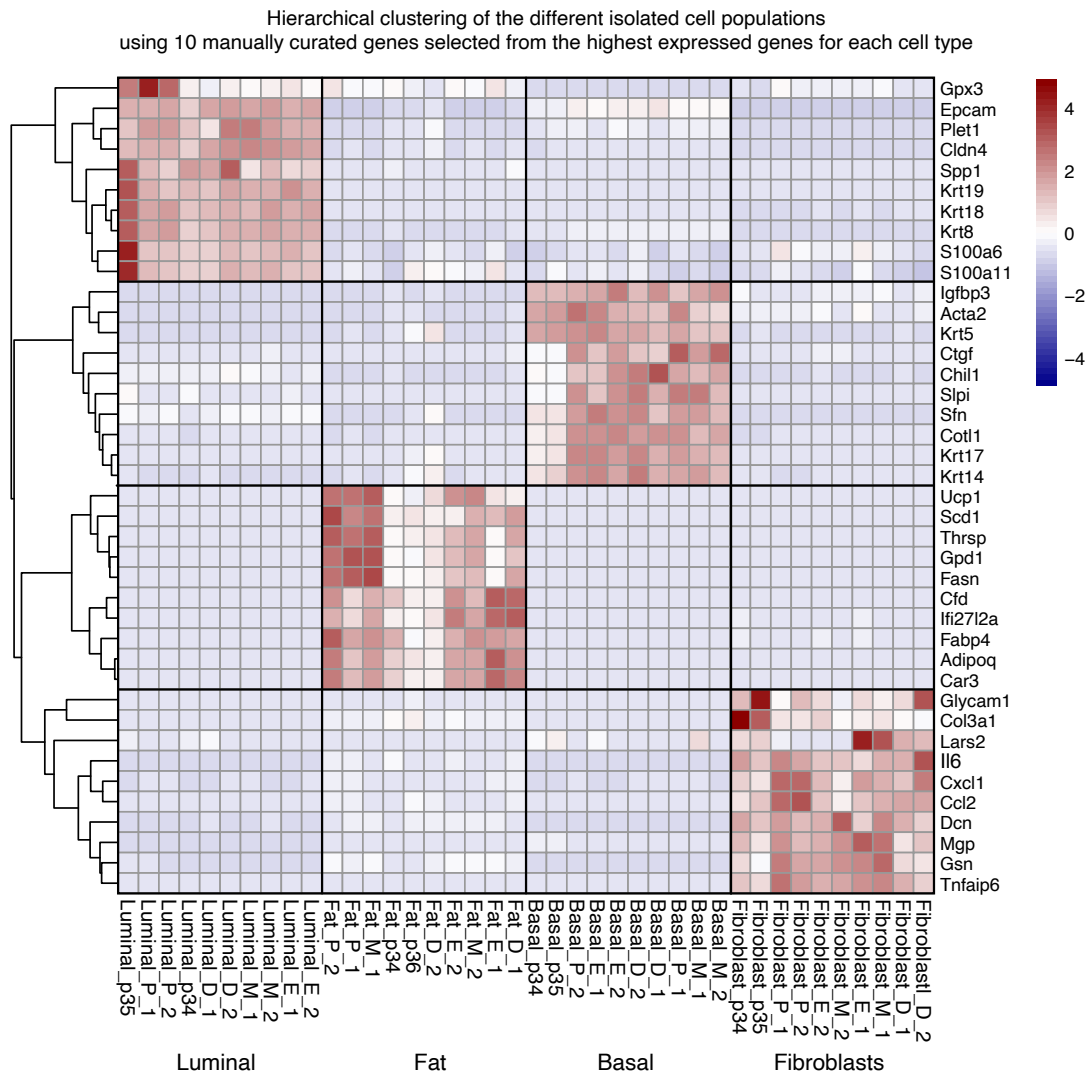

**Supplementary Fig. 6. Unsupervised hierarchical clustering confirms proper isolation of the different cell populations.** Heatmap showing expression (RPKM values, z-scale) of 40 genes (10 characteristic markers of each cell population) that were manually selected from the highest expressed genes across the different puberty and adult cell populations (top 35 for luminal, top 100 for basal, top 45 for fat and top 25 for non-adipose stromal). P, E, M and D: estrous cycle stages. 1 and 2: adult RNAseq replicates. p34, p35 and p36: puberty RNAseq replicates according to the samples in Table 1.

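A z-score sets each gene's mean over the libraries to 0 and its SD to 1, so the heatmap compares libraries within a gene and not genes with each other. Because the marker genes were picked from these same libraries for their high level in 1 population, their clustering is not independent evidence of purity. Some of the markers moved between stages of the adult adipocytes: in diestrus the luminal markers *Cldn4* and *Plet1* had 299 ± 215 and 407 ± 411 CPM (n = 2), against 21.4 ± 14.8 and 20.8 ± 19.7 CPM in the other stages (n = 6). Their log2 fold changes were 3.84 (standard error 0.77, adjusted p = 0.0376) and 4.46 (standard error 0.94, adjusted p = 0.0406).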

**Supplementary Fig. 7 Estrous cycle dependent changes in cell proliferation genes.**

Heatmap showing expression (RPKM values, z-scale) of cell division genes in epithelial, but not in non-epithelial cell populations. A total of 85 genes showed differential expression based on pairwise comparisons of different estrous cycle stages in basal cells (FDR<0.01, Fig. 5B). Of these 85 genes, 65 matched with the GO biological process *cell cycle* ([https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP\\_CELL\\_CYCLE.html](https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_CELL_CYCLE.html)). Expression of these 65 genes was plotted for each RNAseq replicate (1, 2) across the pubertal and adult populations (**a**) or across the different adult cell populations (**b**).

**Supplementary Table 1. Differentially expressed genes with highest logFC in basal cells are directly linked to the cell cycle.**

| Gene          | LogFC  | LogCPM | FDR      | Function                                                                                                 | Ref  |
|---------------|--------|--------|----------|----------------------------------------------------------------------------------------------------------|------|
| <i>Iqgap3</i> | -6.874 | 2.144  | 1.13E-03 | Regulates cell proliferation through Ras/ERK pathway                                                     | [85] |
| <i>Kif18b</i> | -6.234 | 1.285  | 1.43E-03 | Mediator of mitotic spindle stability                                                                    | [86] |
| <i>Ncapg</i>  | -6.183 | 1.453  | 3.25E-03 | Subunit of condensing I complex, which regulates chromosome condensation and segregation during mitosis. | [87] |
| <i>Pbk</i>    | -6.084 | 1.828  | 1.43E-03 | Mitotic regulator, promotes cytokinesis, active during mitosis                                           | [88] |
| <i>Kn1</i>    | -5.102 | 1.099  | 5.24E-03 | Plays a crucial role in spindle assembly checkpoint activation                                           | [89] |
| <i>Pclaf</i>  | -5.234 | 2.486  | 9.00E-03 | PCNA-associated protein, essential for DNA replication and cell cycle progression                        | [90] |

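The genes of the table were chosen on these same basal libraries, so their values are not independent evidence. *Iqgap3*, a scaffold protein of dividing cells (ENSMUSG00000028068, chromosome 3, 88081971 to 88121048), had 0.0888 ± 0.0541 CPM in diestrus and 10.9 ± 7.31 CPM in estrus basal cells (n = 2 each). The log2 fold change of diestrus over estrus was -6.89 (standard error 1, adjusted p = 0.0696 in edgeR). *Kif18b*, a kinesin of the spindle (ENSMUSG00000051378, chromosome 11, 102905529 to 102925124), had a log2 fold change of -6.25 (standard error 0.98, adjusted p = 0.0696), with 0.0888 and 7.03 ± 5.83 CPM. *Ncapg*, a condensin subunit (ENSMUSG00000015880, chromosome 5, 45669919 to 45700546), had -6.19 (adjusted p = 0.0708), *Pbk*, a mitotic kinase (ENSMUSG00000022033, chromosome 14, 65805837 to 65817822), -6.1 (adjusted p = 0.0708), and *Pclaf*, which binds the replication clamp (ENSMUSG00000040204, chromosome 9, 65890237 to 65903266), -4.73 (adjusted p = 0.0708). *Knl1*, a kinetochore protein (ENSMUSG00000027326, chromosome 2, 119047119 to 119105501), did not exceed the minimum of 1 CPM in 2 basal libraries and was not tested. Against the mean of the other 3 stages, *Iqgap3*, *Kif18b* and *Pclaf* were higher in estrus at an adjusted p of 0.0104, *Ncapg* at 0.0141 and *Pbk* at 0.0126, with log2 fold changes of 4.29, 4.22, 4.35, 4.37 and 4.11. Diestrus levels near 0.1 CPM rest on a few counts per library, so the size of these fold changes depends on how low counts are treated.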

Genes with a LogFC of >|5| and LogCPM of >1 were selected from the total list of differentially expressed genes in basal cells, from all pairwise comparisons. These six genes fulfill those criteria. All six genes are upregulated in estrus compared to diestrus. LogFC (= log2 fold change) is the log-ratio of gene expression between diestrus and estrus. LogCPM (= log2 count per million) is the average expression taken over all samples within basal cells. FDR (= false discovery rate) is the expected proportion of false positive errors. We note that the normalized expression (CPM) of these genes is quite low and follow up research is required to determine which if any of these changes are biologically relevant.

**Supplementary Table 2. Differentially expressed Wnt genes during estrous cycle.**

| Cell type   | Comparison | Wnt gene      | logFC  | logCPM | FDR      |
|-------------|------------|---------------|--------|--------|----------|
| Adipocytes  | D vs P     | <i>Wnt7b</i>  | 3.724  | 5.529  | 4.90E-04 |
|             |            | <i>Wnt5b</i>  | 2.362  | 6.136  | 9.42E-04 |
|             |            | <i>Wnt4</i>   | 2.016  | 4.145  | 8.10E-03 |
|             |            | <i>Wnt10a</i> | 3.490  | 3.167  | 1.20E-02 |
|             | D vs E     | <i>Wnt5b</i>  | 2.268  | 6.136  | 1.39E-03 |
|             |            | <i>Wnt7b</i>  | 2.800  | 5.529  | 3.55E-03 |
|             | D vs M     | <i>Wnt7b</i>  | 3.475  | 5.529  | 1.28E-03 |
|             |            | <i>Wnt4</i>   | 2.395  | 4.145  | 4.10E-03 |
|             |            | <i>Wnt10a</i> | 3.486  | 3.167  | 1.78E-02 |
|             |            | <i>Wnt5b</i>  | 1.458  | 6.136  | 2.60E-02 |
| Fibroblasts | D vs E     | <i>Wnt6</i>   | -1.630 | 1.450  | 4.42E-02 |
|             | D vs M     | <i>Wnt5a</i>  | -1.504 | 5.603  | 4.11E-02 |

Only in comparisons of adipocytes and non-adipose stromal cells differentially expressed (FDR <0.05) *Wnt* genes were present. 

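The log2 fold change in the table is the first named stage over the second, so positive values are higher in diestrus, and the log2 CPM is a mean over libraries. In the fit of the adipocyte libraries alone, the mean log2 CPM was 1.59 for *Wnt7b*, 2.4 for *Wnt5b*, 1.65 for *Wnt4* and 0.995 for *Wnt10a*, and in the fit of the fibroblast libraries alone it was 3.93 for *Wnt5a*. When the mean was taken over the 32 adult libraries of all cell types it was 5.6 for *Wnt7b*, 6.3 for *Wnt5b*, 4.28 for *Wnt4*, 3.38 for *Wnt10a* and 5.33 for *Wnt5a*. Over estrus, diestrus adipocytes had log2 fold changes of 2.29 for *Wnt5b* (standard error 0.66, adjusted p = 0.0978) and 2.82 for *Wnt7b* (standard error 0.61, adjusted p = 0.0691). Over metestrus the values were 3.44 for *Wnt7b* (adjusted p = 0.0876), 2.37 for *Wnt4* (adjusted p = 0.0876), 3.45 for *Wnt10a* (adjusted p = 0.119) and 1.44 for *Wnt5b* (adjusted p = 0.209).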

Column “Comparison” shows the different pairwise stage comparisons that showed differentially expressed *Wnt* genes. P = proestrus, E = estrus, M = metestrus, D = diestrus. LogFC (= log<sub>2</sub> fold change) is the log-ratio of *Wnt* expression between two different stages. LogCPM (= log<sub>2</sub> count per million) is the average expression taken over all samples within a cell type. FDR (= false discovery rate) is the expected proportion of false positive errors. We note that the normalized expression (CPM) of these genes is quite low and follow up research is required to determine which if any of these changes are biologically relevant.

How the deposited data were processed for this re-analysis (not part of the article)

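The deposited count tables (HTSeq-count, GRCm38) were used as they are. Gene names and positions came from GENCODE M21, which gave a symbol for 24739 of 25044 IDs in the adult table and 23989 of 24268 in the pubertal table. The deposited normalized tables equal log2(count x 1e+07 / total + 1) to within 5.3e-14 and were not used further. Libraries were assigned to cell type, stage and replicate by their labels, and none was left out.

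Stages were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test in the form of edgeR's earlier releases (legacy=TRUE), with TMM factors. The 8 adult libraries of a cell type were fitted together with 4 stage groups. Genes with more than 1 CPM in at least 2 libraries of a fit were tested, and p values were adjusted by Benjamini-Hochberg within each comparison at 0.05. CPM and SDs are computed on TMM-scaled library sizes, and RPKM on the summed exon length with TMM factors shared by all 40 libraries unless another scale is named. Cell types were compared in a fit of the 32 adult libraries and in a fit of the 8 pubertal libraries. As alternatives, DESeq2 1.42.0, RLE size factors, no filter on low counts, edgeR's newer quasi-likelihood method, a replicate block, a joint fit of the 32 adult libraries and the omission of each library in turn were run.

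A total of 32 gene lists, the comparisons and the main alternatives were fixed before the data were examined. A list of epidermal genes, a joint fit of all 40 libraries, corrections for GC content, length and Lars2, the joint fit without epithelium-enriched genes, and a block for the pools of mice in the interactions of cell type and stage were added after the data were seen. Lists were tested with camera of limma 3.58.1, with its preset correlation of 0.01 and with an estimated one, and p values were adjusted over the lists of a comparison. No list kept an adjusted p under 0.05 with an estimated correlation in the comparisons of a stage with the mean of the other 3, in any cell type. List members were counted at an adjusted p under 0.05 over all genes and when adjusted over the list alone.

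Genes are named by a fixed rule. It takes every gene the paper names, whose values in the paper's tables were known beforehand. In each comparison with calls it takes the 10 genes per direction with the largest log2 fold change among those at an adjusted p under 0.05, a log2 CPM of at least 2 and no overlap between the stages. Of a list it takes the 4 members with the smallest adjusted p. Predicted genes are left out. Wnt3, Gm42418 and Lars2 as a share of counts were singled out after their values were seen.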

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

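The tests that predict the Wnt values of a single diestrus adipocyte library, those of GC content, length and Lars2 terms, and those of the interactions with an estimated correlation or a pool block were chosen only after the result was seen. A library was singled out when its gap to the nearest other, divided by the range of the 8 adult libraries of its cell type, exceeded Dixon's 95% critical value for 8 values. Chance alone does this in about 1 in 20 groups, and of 48 groups tested 10 passed.

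In adipocytes, diestrus replicate 2 stood out with 7649.4 CPM of basal markers (next 909.4), 5193.2 CPM of epidermal genes (next 612.6) and 4986.9 CPM of pan-epithelial and junction genes (next 1172.4). RNA of luminal and basal cells is a candidate source of much of the rise in diestrus adipocytes: the pan-epithelial and junction genes had a median log2 fold change of 3.82, and in the joint fit of the adult libraries epithelium-enriched genes made up 51.5% of the genes higher in diestrus and 15.7% of those tested. Skin epidermis may have added to diestrus replicate 2, since its epidermal sum was 9.84 times that of the highest sorted luminal or basal library, at 527.9 CPM, and the sort of the other 3 populations was not applied to adipocytes. For the 4 Wnt genes, sorted luminal and basal RNA could give the rise in diestrus replicate 1, where the highest ratio of observed to predicted was 1.23 at a luminal share of 9.27% and a basal share of 2.13%, with lower ratios for Wnt5b (0.734), Wnt7b (0.68) and Wnt10a (0.105). In replicate 2 the shares came to 0.0338% luminal and 27.5% basal, and the ratio ran from 0.197 for Wnt5b over 1.27 for Wnt10a and 2.35 for Wnt7b to 2.98 for Wnt4. Shares that predict 24.61 CPM of Wnt5b where the rise was 4.845 CPM are not borne out in that library, and its luminal marker sum of 1741.9 CPM lies above those of the other stages (344.1 to 774.5), so the ratio of 2.98 excludes nothing. Over both libraries the highest ratio was 1.62 and the lowest 0.433. The luminal and basal shares leave out skin epidermis. Whether its RNA added to the basal markers or the Wnt genes in replicate 2 was not tested. The shares in replicate 2 are uncertain, and 2 libraries of unlike composition make up the stage. For the Wnt genes, luminal and basal RNA, skin RNA and an adipocyte response to diestrus, which was not tested, cannot be told apart.

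In fibroblasts no library was far from the others in its Lars2 share, but this share ran from 0.0813% to 7.77% within stages, and estrus differed from the other stages in the GC content of its changed genes. The counts at Lars2 may be ribosomal RNA, as its CPM followed that of Gm42418, a gene within the ribosomal RNA repeat, across the 40 libraries (Spearman rho 0.942, permutation p = 1e-05, the smallest the permutations can give, Pearson r 0.979 with permutation p = 1e-05, r 0.968 without the 2 farthest libraries), within the pubertal run (rho 1, permutation p = 4e-05) and within the adult run (rho 0.92, permutation p = 1e-05). With log2 CPM of Lars2 as a term, 99.8% of the 1219 genes lower in estrus in the joint fit were still called, which argues against the ribosomal RNA share as the cause of these calls. GC content and length could account for part of them: with offsets for both, 29.8% were still called, and the median log2 fold change went from -0.89 (median standard error 0.21) to -0.45 (0.16), so the calls ended because the fold fell by more than its error. A change of long, GC-poor transcripts by the cycle itself would look the same and was not tested.

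The counts of changed genes in the joint fit rose in adipocytes and fibroblasts. A candidate explanation is that 1 dispersion per gene was applied to cell types with unlike spread: the residual deviance per degree of freedom was 1.596 in adipocytes and 1.305 in fibroblasts, against 0.642 in luminal and 0.794 in basal cells, a ratio of at least 1.64 between the groups. Basal cells rose as well, from 3 to 457, which these means over all genes do not predict. Among the genes called, the deviance of the cell type was 1.54 times the spread used by the joint fit in basal cells (0.746 over all genes), 2.52 times in adipocytes and 1.87 times in fibroblasts, but also 1.49 times in luminal cells, where the count fell from 38 to 24, so the rise in basal cells is left open. In counts simulated with the spread of each cell type and no difference between stages, the joint fit called 143 genes in adipocytes, 16 in fibroblasts and 0 in basal cells, against 3544, 3202 and 457 observed, so under the assumptions of the simulation the shared dispersion gives only a small part. Counts simulated without a difference cannot show whether the joint fit finds more of the real ones. In adipocytes the joint fit recovered 31% of added log2 differences of 1 for diestrus and estrus, against 5% in the separate fit. Its false calls there were 71 against 5. This recovery was not simulated for the joint fit in basal cells. Real differences between stages stay possible, since DESeq2 in fits of each cell type alone also gave 3343 and 2217 different genes. In simulated counts of diestrus and estrus DESeq2 made more false calls (51 in adipocytes and 34 in fibroblasts) than the separate edgeR fits (5 and 11). It also recovered more of the added log2 differences of 1, 38% in adipocytes and 30% in fibroblasts, against 5% and 10%.

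Lars2 also stood out at 1589 CPM in adipocyte estrus replicate 2 (next 1252.5), at 26988 CPM in basal metestrus replicate 1 (next 8624.1) and at 10844 CPM in luminal diestrus replicate 1 (next 2462.7). Fibroblast proestrus replicate 1 had 42.6 CPM of epidermal genes (next 11.2), and fibroblast diestrus replicate 2 had 62.6 CPM of lymphocyte markers (next 30.1), although blood cells were removed in the sort. Luminal diestrus replicate 1 had 54.7 CPM of endothelial markers (next 33), and luminal estrus replicate 1 had 2.1 CPM of lymphocyte markers (next 1.6).

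The estrus effect on lists of the cell cycle differed between cell types when tested as an interaction with camera's preset correlation. For mitosis genes the adjusted p was 8.082e-33 for basal cells against fibroblasts, 2.289e-32 against adipocytes and 8.676e-22 against luminal cells, and for luminal cells 1.273e-11 against fibroblasts and 6.219e-11 against adipocytes. For DNA replication genes it was 1.949e-14, 6.26e-10 and 0.01937 for basal cells in the same order, and 8.184e-09 and 9.385e-08 for luminal cells. With an estimated correlation none passed, with adjusted p values from 0.07963 to 0.5227. These fits ignore that the cell types of a replicate come from the same pool of mice. With the pool as a block and an estimated correlation, mitosis genes passed for basal cells against fibroblasts and against adipocytes (adjusted p = 0.04667 each) and the others did not (0.07394 to 0.4833). Without the block and adjusted over the list alone, 38 of the mitosis genes differed between basal cells and fibroblasts, 43 between basal cells and adipocytes and 10 between luminal cells and fibroblasts, but only 2 between luminal cells and adipocytes and 2 between basal and luminal cells. With the block these counts were 37, 43, 10, 6 and 2. Over all genes 3 mitosis genes passed for basal cells against adipocytes without the block and 8 with it, and 0 in the other comparisons.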

How the results depend on the processing

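The tests of the joint fit of all 40 libraries, of GC and length offsets, of the Lars2 term, of the joint fit without epithelium-enriched genes, of adipocytes without both diestrus libraries and of an estimated correlation and a pool block in the interactions were chosen only after the result was seen. Each stage rests on 2 pools per cell type, and libraries of 8991222 to 22760563 counts leave genes under about 1 CPM with few counts. Numbers below are of genes at an adjusted p under 0.05. Unique genes are those over the 6 pairs of stages, and a stage is compared with the mean of the other 3. Among single genes, lists and markers, 1911 values kept their direction and their side of the threshold, 708 lost the threshold, 100 gained it, 192 moved and none reversed. Of the main results 219 values stayed, 166 moved and 29 lost the threshold. The clustering by cell type in the MDS was the same in the 3 settings run. With log2 CPM before the z-scores 40 libraries sat in a Wnt group with a majority of their own type (20 without). The cause was not tested for the changes below, except where fewer genes or libraries entered the fit.

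Without a filter on low counts, unique genes were 1845 in luminal cells (38 with the filter), 2131 in basal cells (3), 243 in adipocytes (11) and 3356 in fibroblasts (0). Luminal proestrus gave 859 (58), basal estrus 708 (147) and fibroblast estrus 1558 (0). In pairs, basal estrus and metestrus gave 1478, basal diestrus and estrus 553, adipocyte diestrus with proestrus 121, with estrus 202 and with metestrus 61, fibroblast estrus and metestrus 1550, and fibroblast diestrus and estrus 1929. With RLE size factors unique genes were 1 in basal cells and 84 in adipocytes, all 84 in diestrus and estrus. The newer quasi-likelihood method of edgeR gave 25 in adipocytes, all in that pair.

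DESeq2 gave 551, 1023, 3343 and 2217 unique genes in luminal cells, basal cells, adipocytes and fibroblasts, 295 for luminal proestrus, 282 for basal estrus, 3151 for adipocyte diestrus and 1210 for fibroblast estrus. In the same pairs it gave 658 and 201 in basal cells, 1851, 2098 and 1892 in adipocytes, and 1013 and 1373 in fibroblasts. The joint fit of the 32 adult libraries gave 24, 457, 3544 and 3202 unique genes, of which 15, 3, 11 and 0 were among those of the separate fits. It gave 232 for basal estrus, 3349 for adipocyte diestrus and 1787 for fibroblast estrus, and in the pairs 353 and 108, then 2149, 2163 and 1957, then 1505 and 2119. The joint fit of all 40 libraries gave 18, 238, 2664 and 2035 unique genes, 34 for luminal proestrus, 240 for basal estrus, 2775 for adipocyte diestrus and 1346 for fibroblast estrus, and in the pairs 195 and 124, then 1671, 1640 and 1566, then 858 and 1496.

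With GC and length offsets in the separate fits unique genes were 25 in luminal cells, 1 in basal cells and 2 in adipocytes, both in diestrus and estrus. In the joint fit with these offsets they were 217 in basal cells, 3788 in adipocytes and 1523 in fibroblasts, with 256 for basal estrus, 3546 for adipocyte diestrus and 629 for fibroblast estrus, and in the pairs 150 and 120, then 2471, 2232 and 2254, then 688 and 505. The joint fit with a Lars2 term gave 4331 unique genes in fibroblasts, 2101 for estrus, 1984 for estrus and metestrus and 3055 for diestrus and estrus. Without epithelium-enriched genes the separate adipocyte fit gave 0 unique genes, 0 for diestrus against the mean of the other stages and 0 for diestrus and estrus, and the joint fit gave 1698 unique genes and 825, 968 and 767 in the pairs of diestrus, with 1095 genes higher in diestrus than in the mean of the other stages (2357 with these genes). In the separate fit the 361 higher genes that are not epithelium-enriched had a median log2 fold change of 0.69 (median p 0.00267, adjusted 0.0405) with these genes in the fit and 0.75 (0.00147, adjusted 0.0661) without them, so the adjustment ended their calls. The 483 lower genes had -0.7 (0.00282, adjusted 0.0407) and -0.63 (0.00417, adjusted 0.0714), so their folds shrank as well. Without both diestrus libraries 1 unique gene was left in adipocytes.

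With the replicate number as a block, unique genes were 12 in luminal cells and 0 in basal cells and adipocytes, with 82 for basal estrus, 2 for adipocyte diestrus and 0 for adipocyte diestrus and estrus. By a note to the paper's Table 1 the numbers stand for early and late pools of a stage where these could be told apart. The deviations of same-numbered libraries from their stage means correlated from -0.728 to 0.152 between stages in adipocytes, -0.273 to 0.273 in basal cells, -0.163 to 0.449 in fibroblasts and -0.325 to 0.303 in luminal cells.

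With an estimated correlation the adjusted p was 0.1514 for mitosis genes in basal estrus, 0.1901 in luminal estrus, 0.3973 and 0.2644 for DNA replication genes there, and 0.4409 for pan-epithelial and junction genes in adipocyte diestrus. For the interactions it was 0.07963 (mitosis genes, basal cells against fibroblasts or adipocytes), 0.1211 (DNA replication genes, basal cells against fibroblasts, and mitosis genes, basal against luminal cells), 0.5227 (DNA replication genes, basal against luminal cells) and 0.1735 in the others. With the pool of mice as a block it was 0.04667 for mitosis genes of basal cells against fibroblasts or adipocytes, 0.08349 (DNA replication genes, basal cells against fibroblasts), 0.07394 (mitosis genes, basal against luminal cells), 0.4833 (DNA replication genes, basal against luminal cells) and 0.1126 in the others, and with the preset correlation all passed with this block.

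Leaving out 1 library at a time, with the lone library of its stage assumed to vary like the others, gave unique genes of 0 to 192 in luminal cells, 0 to 388 in basal cells, 0 to 3471 in adipocytes and 0 to 1266 in fibroblasts. The range was 0 to 200 for luminal proestrus, 0 to 239 for basal estrus, 0 to 3317 for adipocyte diestrus (0 without proestrus replicate 2, 3317 without diestrus replicate 1) and 0 to 911 for fibroblast estrus. In the pairs it was 0 to 374 and 0 to 108 in basal cells, 0 to 2795, 0 to 2068 and 0 to 2390 in adipocytes, and 0 to 840 and 0 to 1046 in fibroblasts. The list p values ranged from 2.737e-125 to 6.106e-68 and 9.621e-175 to 6.354e-82 for mitosis genes in basal and luminal estrus, 6.201e-65 to 7.664e-16 and 4.921e-85 to 1.491e-23 for DNA replication genes, and 4.23e-28 to 5.163e-16 for pan-epithelial and junction genes in adipocytes. The ratio of luminal Wnt4 ranged from 1.456 to 1.985 and that of Pgr from 1.334 to 1.572.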

Differences from the paper's values

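The joint fit of all 40 libraries was chosen after seeing the values, and its tests and those of GC content are the only ones here not set before the data were examined. The paper's counts of unique genes at an FDR under 0.05 over the 6 pairs of stages are set beside those of fits of each cell type alone. The paper gives 21 in luminal cells, where 38 were found. Of the alternatives set before the data were examined, the joint fit of the 32 adult libraries (24) was within 1.5 times the paper's value, and the others were not. For basal cells the paper's count is 255 and the value here 3. The fit without basal proestrus replicate 1 (173) was within 1.5 times, and the other alternatives were not. At an FDR under 0.01 the paper gives 85 in basal cells and 0 were found, and no alternative set before the data were examined was within 1.5 times. For the same threshold the paper's Fig. 5B shows about 1100 genes in adipocytes and about 610 in fibroblasts, read by eye, and 0 and 0 were found. In adipocytes DESeq2 (1640) and the joint fit of the 32 adult libraries (1485), and in fibroblasts that joint fit (890), were within 1.5 times, and the other alternatives set beforehand were not.

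The paper's lower bound for genes higher in diestrus adipocytes is 1000 in each pair, and 0 (against proestrus), 11 (against estrus) and 0 (against metestrus) were found. DESeq2 (1046, 1484 and 1218), the joint fit of the 32 adult libraries (1194, 1797 and 1400) and the fit without adipocyte diestrus replicate 1 (1901, 1670 and 1716) do not differ from it, and the other alternatives set beforehand do.

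In the paper's Supplementary Table 1 the FDR of diestrus over estrus is 1.13E-03 for Iqgap3 (0.0696 found), 1.43E-03 for Kif18b (0.0696 found), 3.25E-03 for Ncapg (0.0708 found), 1.43E-03 for Pbk (0.0708 found) and 9.00E-03 for Pclaf (0.0708 found). None of the alternatives set beforehand was within 1.5 times these values. Knl1 did not pass the filter in the fit of the basal libraries alone. The log2 fold changes of these genes differ from the paper's by less than their standard errors, most for Pclaf (-5.234 in the paper, -4.728 here, standard error 0.87).

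In the paper's Supplementary Table 2 the FDR of diestrus over proestrus in adipocytes is 4.90E-04 for Wnt7b (0.0773 found), 9.42E-04 for Wnt5b (0.107 found), 8.10E-03 for Wnt4 (0.081 found) and 1.20E-02 for Wnt10a (0.112 found). Within 1.5 times were Wnt5b in the joint fit of the 32 adult libraries (0.0014) and Wnt10a in DESeq2 (0.00866), and none set beforehand for Wnt7b and Wnt4. Over estrus the paper gives 1.39E-03 for Wnt5b (0.0978 found) and 3.55E-03 for Wnt7b (0.0691 found), where the joint fit of the 32 libraries gave 0.00115 and 0.00323. Over metestrus the paper gives 1.28E-03 for Wnt7b (0.0876 found), 4.10E-03 for Wnt4 (0.0876 found), 1.78E-02 for Wnt10a (0.119 found) and 2.60E-02 for Wnt5b (0.209 found). There the joint fit of the 32 libraries was within 1.5 times for Wnt5b alone (0.0221). In fibroblasts the paper gives 4.42E-02 for Wnt6, diestrus over estrus (0.0977 found, 0.0333 in DESeq2 and 0.0466 in the joint fit of the 32 libraries), and 4.11E-02 for Wnt5a, diestrus over metestrus (0.178 found, 0.0388 in that joint fit). The other alternatives set beforehand differ from these values of the paper.

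The paper's mean log2 CPM in that table is 5.529 for Wnt7b (1.588 found), 6.136 for Wnt5b (2.399 found), 4.145 for Wnt4 (1.648 found), 3.167 for Wnt10a (0.9948 found) and, in fibroblasts, 5.603 for Wnt5a (3.932 found). The joint fit of the 32 adult libraries, whose mean is over all cell types, gave 5.598, 6.302, 4.282, 3.38 and 5.329, and the others set beforehand differ.

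The joint fit of all 40 libraries, chosen after seeing the values, was within 1.5 times the paper for all of these except the FDR of Wnt5b over estrus (0.000879), and it dropped 0 of 18 genes and comparisons that the paper calls in its Supplementary Tables. It gave 18 and 238 unique genes in luminal and basal cells, 81, 1138 and 529 at an FDR under 0.01 in basal cells, adipocytes and fibroblasts, and 1019, 1464 and 1196 genes higher in diestrus adipocytes. Its FDRs in the order of Supplementary Table 1 were 0.00126, 0.00151, 0.00357, 0.00151 and 0.0076, and its mean log2 CPM 5.547, 6.151, 4.157, 3.173 and 5.618. Of the same 18 entries the separate fits called 0, and so did those with RLE size factors, the newer quasi-likelihood method, the replicate block or GC and length offsets. Without a filter 9 were called, in DESeq2 16, in the joint fit of the 32 libraries 18 and in that joint fit with GC and length offsets 17. The joint fit of all 40 libraries lies nearer the paper's values than the separate fits. The differences of the separate fits from the paper may therefore come from the model used. The paper's methods do not say whether the cell types were fitted together. A note to its Supplementary Table 2 describes the mean log2 CPM as taken within a cell type.

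The paper ranks luminal cells lowest in changed genes and names adipocytes and fibroblasts as those with more. In the fits of each cell type alone luminal cells had the most (38, against 3 in basal cells, 11 in adipocytes and 0 in fibroblasts), and in DESeq2 (551, 1023, 3343 and 2217) and in the joint fit of the 32 libraries (24, 457, 3544 and 3202) the fewest. The order moved with other settings too. In the order luminal, basal, adipocyte and fibroblast the counts were 36, 1, 84 and 0 with RLE size factors, 37, 3, 25 and 0 with the newer quasi-likelihood method, 12, 0, 0 and 0 with a replicate block and 1845, 2131, 243 and 3356 without a filter. The paper describes fibroblasts as most changed in estrus and mostly lower, where the separate fits called no gene, and DESeq2 (209 higher, 1001 lower) and the joint fit of the 32 libraries (568 higher, 1219 lower) called more lower ones. The paper states that the Wnt clustering follows the cell types. Here 20 of 40 libraries sat in a group with a majority of their own type, and all 40 with log2 CPM before the z-scores. Without that step, 30 of the 40 were of the most frequent type of their group. There 1 of the 4 groups was adipocyte diestrus replicate 2 alone, and the 10 basal libraries shared another with 9 adipocyte libraries. Whether these part on a lower branch was not tested. The 20 of 40 thus depends on the division into 4 groups and cannot decide the paper's reading of the tree. The paper limits Wnt10a in puberty to basal cells, where fibroblasts and adipocytes did not differ from basal cells by the edgeR test (adjusted p = 0.142 and 0.0678). Its level was nonetheless higher in both basal libraries (3.079 and 3.915 RPKM) than in fibroblasts (0.2847 and 1.455) or adipocytes (0.1921 and 1.06). With 2 libraries per type the test cannot show that the levels are alike, so it does not contradict the paper. The paper's mean RPKM of luminal Pgr, over diestrus and proestrus and over estrus and metestrus, is higher than that found here. The cause of this was not tested.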

Other observations

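The gene lists and tests below were set before the data were examined, with 2 exceptions. Wnt3 was picked after its values were seen, and the list of epidermal genes was added after the data were seen. Circadian clock genes varied between the stages of the fibroblast libraries: 9 of 17 were higher in metestrus when adjusted over the list alone and 0 over all genes in edgeR (camera adjusted p = 2.3e-07, adjusted p = 0.3265 with an estimated correlation). Among them Hlf had 37.7 ± 6.37 CPM in metestrus (n = 2) and 15 ± 2.7 CPM in the other stages (n = 6, log2 fold change 1.34, adjusted p = 0.13), and Per3 21.7 ± 10.5 and 7.43 ± 1.76 CPM (1.58, adjusted p = 0.13). Endothelial genes were lower there, 10 of 13 when adjusted over the list alone (camera adjusted p = 9.339e-10, adjusted p = 0.4935 with an estimated correlation). In diestrus fibroblasts 13 of 28 matrix genes were lower when adjusted over the list alone (median log2 fold change -0.70, camera adjusted p = 4.367e-13, adjusted p = 0.4125 with an estimated correlation), among them Bgn (1840 ± 166 against 3420 ± 771 CPM, log2 fold change -0.87) and Pi16 (-1.47). In the same libraries 11 of 19 luminal markers were higher when adjusted over the list alone, and Epcam had 32.7 ± 5.73 against 10.8 ± 8 CPM.

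In metestrus basal cells 61 of 74 genes of oxidative phosphorylation were lower when adjusted over the list alone (median log2 fold change -0.60, camera adjusted p = 7.159e-26, adjusted p = 0.8396 with an estimated correlation). In these libraries a gene's deviation from its mean rose with its length (rank correlation across genes 0.233 and 0.45). In the other adult basal libraries this correlation was 0.069 or lower. Interferon-response genes were higher in the adipocyte libraries of estrus, 14 of 22 when adjusted over the list alone (median log2 fold change 1.00, camera adjusted p = 4.668e-17, adjusted p = 0.6218 with an estimated correlation), with Irf7 at 95.8 ± 50.3 against 24.2 ± 7.25 CPM. In diestrus luminal cells the milk protein genes Csn1s2a, Csn2 and Wap had log2 fold changes of 3.45, 3.06 and 1.7 and were the 3 of their list higher when adjusted over the list alone. Diestrus replicate 1 and 2 differed widely, with Csn2 from 95.1 to 1650 CPM. None of these genes passed over all genes.

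Wnt3 (chromosome 11, 103774150 to 103817957) had 281 counts in adipocyte diestrus replicate 2 (5.191 RPKM) and 20 counts in adipocyte proestrus replicate 1 (0.4781 RPKM). Pubertal basal cells had 0.4512 RPKM. The pubertal adipocyte library of replicate 2 had 2935 CPM of epidermal genes.

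Between puberty and adult, luminal cells differed in 1679 of 12486 genes (1005 higher in puberty), basal cells in 5075 of 12482 (2429 higher), adipocytes in 81 of 14219 (74 higher) and fibroblasts in 519 of 13267 (317 higher). Mitosis genes were higher in puberty, 43 of 50 in luminal cells (median log2 fold change 2.39), 49 of 50 in basal cells (3.15), 20 of 50 in adipocytes (1.96) and 28 of 44 in fibroblasts (2.2). In luminal cells 18 of 22 interferon-response genes were higher in puberty (median 3.05), and in basal cells 16 of 22 immediate early and dissociation stress genes were lower (median -1.25). The pubertal and adult libraries came from separate sequencing runs, so age and run cannot be told apart.

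Chance can be excluded for the differences between the 4 cell types: 14863 genes differed in the real grouping of the 32 adult libraries and at most 2812 in the other groupings of 31, and 1 of the 31 was as large, the real one. For 2 libraries against the other 6 within a cell type there are 28 splits. For diestrus in adipocytes the real split gave 1931 genes and the highest other 165, from proestrus replicate 1 with diestrus replicate 2. For estrus in basal cells the real split gave 149 genes and the highest other 53. In both only the real split was as large, a share of 0.036, the smallest that 28 splits allow. Since other stages were tested the same way, this share alone does not exclude chance. For estrus in fibroblasts chance cannot be excluded, since the real split gave 0 genes and the highest other 153. The adipocyte splits compare whole libraries and cannot show whether a difference of the diestrus libraries lies in the adipocytes.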
